# *Trem2* H157Y increases soluble TREM2 production and reduces amyloid pathology

**DOI:** 10.1186/s13024-023-00599-3

**Published:** 2023-01-31

**Authors:** Wenhui Qiao, Yixing Chen, Jun Zhong, Benjamin J. Madden, Cristine M. Charlesworth, Yuka A. Martens, Chia-Chen Liu, Joshua Knight, Tadafumi C. Ikezu, Aishe Kurti, Yiyang Zhu, Axel Meneses, Cassandra L. Rosenberg, Lindsey A. Kuchenbecker, Lucy K. Vanmaele, Fuyao Li, Kai Chen, Francis Shue, Maxwell V. Dacquel, John Fryer, Akhilesh Pandey, Na Zhao, Guojun Bu

**Keywords:** *Trem2* H157Y mutation, Soluble TREM2, Microglia, Synaptic plasticity, Amyloid pathology, Aβ clearance

## Abstract

**Background:**

The rare p.H157Y variant of *TREM2* (Triggering Receptor Expressed on Myeloid Cells 2) was found to increase Alzheimer’s disease (AD) risk. This mutation is located at the cleavage site of TREM2 extracellular domain. Ectopic expression of TREM2-H157Y in HEK293 cells resulted in increased TREM2 shedding. However, the physiological outcomes of the *TREM2* H157Y mutation remain unknown in the absence and presence of AD related pathologies.

**Methods:**

We generated a novel *Trem2* H157Y knock-in mouse model through CRISPR/Cas9 technology and investigated the effects of *Trem2* H157Y on TREM2 proteolytic processing, synaptic function, and AD-related amyloid pathologies by conducting biochemical assays, targeted mass spectrometry analysis of TREM2, hippocampal electrophysiology, immunofluorescent staining, in vivo micro-dialysis, and cortical bulk RNA sequencing.

**Results:**

Consistent with previous in vitro findings, *Trem2* H157Y increases TREM2 shedding with elevated soluble TREM2 levels in the brain and serum. Moreover, *Trem2* H157Y enhances synaptic plasticity without affecting microglial density and morphology, or TREM2 signaling. In the presence of amyloid pathology, *Trem2* H157Y accelerates amyloid-β (Aβ) clearance and reduces amyloid burden, dystrophic neurites, and gliosis in two independent founder lines. Targeted mass spectrometry analysis of TREM2 revealed higher ratios of soluble to full-length TREM2-H157Y compared to wild-type TREM2, indicating that the H157Y mutation promotes TREM2 shedding in the presence of Aβ. TREM2 signaling was further found reduced in *Trem2 *H157Y homozygous mice. Transcriptomic profiling revealed that *Trem2* H157Y downregulates neuroinflammation-related genes and an immune module correlated with the amyloid pathology.

**Conclusion:**

Taken together, our findings suggest beneficial effects of the *Trem2* H157Y mutation in synaptic function and in mitigating amyloid pathology. Considering the genetic association of *TREM2* p.H157Y with AD risk, we speculate *TREM2* H157Y in humans might increase AD risk through an amyloid-independent pathway, such as its effects on tauopathy and neurodegeneration which merit further investigation.

**Supplementary Information:**

The online version contains supplementary material available at 10.1186/s13024-023-00599-3.

## Background

Alzheimer’s disease (AD) is a chronic neurodegenerative disease characterized by the pathological deposition of extracellular amyloid plaques and intraneuronal hyperphosphorylated tau tangles, as well as a prominent microglia activation responding to neuropathology and neurodegeneration [1–3]. Multiple microglial gene variants are found to be associated with AD risk [4]. Among them, the p.H157Y variant of Triggering Receptor Expressed on Myeloid Cells 2 (*TREM2*) was identified from a relatively small number of carriers and conferred an increased AD risk with an odds ratio (OR) of 11.01 (minor allele frequency (MAF), 0.4%) in a Han Chinese cohort [5], whereas in a Caucasian cohort used in the Alzheimer’s Disease Sequencing Project, the OR was 4.7 (MAF, 0.06%) [6]. However, how this rare *TREM2* variant contributes to AD risk is not clear.

TREM2 is an immunoreceptor exclusively expressed in microglia in the central nervous system and in myeloid cells (e.g., macrophage) in the periphery [7]. It consists of an Ig-like V type domain, a stalk region, a transmembrane domain, and a short cytoplasmic tail [8]. Most AD-risk variants of *TREM2* (e.g., p.R47H, p.R62H) are located in exon2 which encodes the Ig-like domain [9–11]. These pathogenic mutations majoritively lead to inefficient binding of ligands such as amyloid-β (Aβ) oligomers [12–14], fibrillar Aβ-associated anionic lipids [15], LDL [6, 16], HDL [6], and apolipoproteins [16, 17]. These impairments are associated with microglial dysfunction in phagocytosis in vitro [16, 18, 19] and amyloid plaque engulfment in vivo [20, 21]. In contrast, the p.H157Y variant is located in exon3 which encodes the stalk region. Intriguingly, the H157-S158 site was identified as the ADAM10/17 cleavage site where soluble TREM2 (sTREM2) is produced [22–24]. Ectopic expression of TREM2-H157Y in the HEK293 cells was found to increase sTREM2 in the conditioned medium and reduce membrane-associated mature full-length TREM2 [23, 24]. The increased TREM2 shedding might be related to impaired phagocytosis of pHrodo-E.Coli in HEK293 cells [23] and decreased TREM2 signaling activation in response to phosphatidylserine in 2B4 T cells [6]. Despite these in vitro observations, the in vivo consequences of the *TREM2* H157Y mutation remain unknown.

To address this, we generated a novel *Trem2* H157Y knock-in mouse model through CRISPR/Cas9 technology, and investigated effects of this mutation on TREM2 proteolytic processing, synaptic function, and AD-related amyloid pathology. We found *Trem2* H157Y increased TREM2 shedding, and enhanced synaptic plasticity. In the presence of amyloid pathology, *Trem2* H157Y accelerated Aβ clearance, and reduced amyloid burden, toxic Aβ oligomer, dystrophic neurites, and gliosis at the late stage of amyloid pathology. *Trem2* H157Y was also found to increase TREM2 shedding and reduce TREM2 signaling in the presence of Aβ. In line with these observations, transcriptomic analysis revealed downregulated immune responses which was correlated with reduced amyloid pathology in the *Trem2* H157Y homozygous knock-in mice. Overall, our results imply that *Trem2* H157Y might be beneficial to brain function and in reducing amyloid pathology and related toxicity.

## Methods

### Generation, genotyping, and off-target analysis of *Trem2* H157Y knock-in mice

*Trem2* H157Y knock-in mice were generated via CRISPR/Cas9 by the Hope Center Transgenic Vectors Core of the Washington University [25]. CRISPR gRNAs for in vitro testing were identified using CRISPOR (http://crispor.tefor.net/) and synthesized as gBlocks (Integrated DNA Technologies, IDT) with the sequence 5’GGAGGTGCTGTgTTCCACTT3’. In vitro target specific gRNA cleavage activity was validated by transfecting N2A cells with PCR amplified gRNA gblock and Cas9 plasmid DNA (px330, addgene) using ROCHE Xtremegene HP. Cell pools were harvested 48 h later for genomic DNA prep, followed by sanger sequencing of PCR products spanning the gRNA/Cas9 cleavage site, and TIDE analysis (https://tide.nki.nl/) of sequence trace files. CRISPR sgRNA (IDT, 20 ng/ul) and Cas9 (IDT, 50 ng/ul) proteins were complexed to generate the ribonucleoprotein (RNP) for injection along with a 200 nucleotide ssODN donor DNA (synthesized by IDT, 20 ng/ul), 5’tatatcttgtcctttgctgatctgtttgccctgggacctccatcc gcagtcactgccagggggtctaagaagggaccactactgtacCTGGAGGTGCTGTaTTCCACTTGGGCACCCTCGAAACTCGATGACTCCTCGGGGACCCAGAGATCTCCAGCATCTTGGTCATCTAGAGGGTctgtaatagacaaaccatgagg3’. All animal work were approved by institutional IACUC protocols. B6/CBA F1 mice at 3–4 weeks of age (The Jackson Laboratory, Bar Harbor ME, USA) were superovulated by intraperitoneal injection of 5 IU pregnant mare serum gonadotropin, followed 48 h later by intraperitoneal injection of 5 IU human chorionic gonadotropin (PMS from SIGMA, HGC from Millipore USA). Mouse zygotes were obtained by breeding B6/CBA stud males with superovulated B6/CBA females at a 1:1 ratio. One-cell fertilized embryos were injected into the pronucleus and cytoplasm of each zygote. Microinjections and mouse transgenesis experiments were performed as described previously [26, 27]. Founder genotyping was through deep sequencing (MiSeq, Ilumina). Mosaic founders were crossed to WT to generate heterozygous F1 offspring, which were also deep sequenced to confirm correctly targeted alleles. In addition, we performed off-target analysis with two heterozygous F1 mice from each of the two founders (1 and 2) using the online tool CRISPOR (http://crispor.tefor.net/) [28]. Three putative sites with top CFD scores above 0.3 were identified and examined by Sanger sequencing (GENEWIZ) of PCR amplification products using extracted genomic DNA. No off targets were identified in mice from both founders.

The genotype of *Trem2* in all the mice used for experiments was characterized by quantitative PCR (qPCR) with Custom TaqMan SNP Genotyping assays (Thermo Fisher). All the mice were housed in a temperature-controlled environment with a 12-h light–dark cycle and free access to food and water. All animal procedures were approved by the Mayo Clinic Institutional Animal Care and Use Committee (IACUC) and in accordance with the National Institutes of Health Guidelines for the Care and Use of Laboratory Animals.

### Introduction of *Trem2* H157Y mutation to 5xFAD amyloid mouse model

*Trem2* H157Y homozygous mice (*Trem2*^*H157Y/H157Y*^) were crossed with 5xFAD mice (The Jackson Laboratory, stock # 34848) to obtain the *5xFAD*; *Trem2*^*H157Y/+*^ offspring. *5xFAD*; *Trem2*^*H157Y/+*^ mice were used to setup breeding cages to establish the littermate cohorts with three genotypes including *5xFAD*; *Trem2*^*+/+*^, *5xFAD*; *Trem2*^*H157Y/+*^, and *5xFAD*; *Trem2*^*H157Y/ H157Y*^. The genotype of 5xFAD mice was characterized through probe-based qPCR with the protocol provided by the Jackson Laboratory. All the 5xFAD mice used as breeders or in our experimental cohorts were hemizygous.

### Hippocampal LTP recordings and analyses

Electrophysiological recordings were performed with littermates of *Trem2* H157Y homozygous mice and WT mice at 6 months of age as previously described [29] with minor modifications. Each mouse was acutely decapitated and the brain was dissected out to conduct transverse slicing in ice-cold cutting solution containing 110 mM sucrose, 60 mM NaCl, 3 mM KCl, 1.25 mM NaH_2_PO_4_, 28 mM NaHCO_3_, 0.6 mM sodium ascorbate, 5 mM glucose, 7 mM MgCl_2_ and 0.5 mM CaCl_2_. Field excitatory post-synaptic potentials (fEPSPs) were obtained from area CA1 stratum radiatum with the use of a glass microelectrode (4-6 mΩ) filled with artificial cerebrospinal fluid (aCSF) containing 125 mM NaCl, 2.5 mM KCl, 1.25 mM NaH_2_PO_4_, 25 mM NaHCO_3_, 25 mM glucose, 1 mM MgCl_2_ and 2 mM CaCl_2_. fEPSPs were evoked through stimulation of the Schaffer collaterals using a 0.1 ms biphasic pulse delivered every 20 s. After a consistent response to a voltage stimulus was established, to obtain the profile for input–output curve (I/O curve), the voltage was increased from 0 mV with a step of 0.5-1 mV for 30 sweeps and the inter-sweep interval is 5 s. For each individual slice, all other stimulation paradigms were induced at the same stimulus voltage which produces the 50–60% of the maximum fEPSP amplitude. Paired-pulse facilitation (PPF) was induced with paired-pulses given with an initial delay of 20 ms and the inter-pulse interval incrementally increased 20 ms until a final delay of 400 ms was reached. The fEPSP baseline responses were then recorded for 20 min. The tetanus used to evoke LTP was a theta-burst stimulation (TBS) protocol consisting of five trains of four pulse bursts at 200 Hz separated by 200 ms, repeated six times with an inter-train interval of 10 s. Following TBS, fEPSPs were recorded for 60 min.

All analyses were performed by customized programming in MATLAB (2021b). The fEPSP slope was calculated within the first 1 ms of the descending domain. I/O curve was presented as the fEPSP slope versus fiber volley amplitude responding to increasing stimulus intensities. PPF strength was examined by the ratio of the second fEPSP slope to the first fEPSP slope in each stimulation pair. Long term potentiation profile was assessed in each minute before and after TBS as the mean fEPSP slope normalized to the mean fEPSP slope of baseline recordings.

### Primary microglia culture

Cortical cells from pups (p1-p3) were isolated, filtered with 100 μm cell strainers (Falcon, 352,360), and plated in T75 flasks (Genesee, 25–209) with high-glucose DMEM medium (Gibco, 11965084) containing 10% Fetal Bovine Serum (FBS). Medium was changed to medium containing 25 ng/mL recombinant mouse GM-CSF (Gemini Bio, 300-308P) the next day. Tails from each pup were kept for genotyping. Five days after cell plating, medium in each flask was replaced with fresh GM-CSF-containing medium. On day 9 or 10, microglia were collected by shaking the flasks at 200–220 rpm at room temperature (RT) for ~ 20 min, resuspended in non-GM-CSF containing medium, and plated into 6-well plates. After 24 h, medium from each well was collected as conditioned medium. Cells were lysed with RIPA buffer (Millipore, 20-188) supplemented with protease inhibitor (cOmplete, Roche) and phosphatase inhibitor (PhosSTOP, Roche) followed by mild agitation at 4 °C for 30 min and centrifugation at 20,000 g at 4 °C for 30 min. Supernatant was collected as RIPA lysate.

### Microglia isolation from adult mice

Microglia were isolated from adult mouse brains as previously described [30]. In brief, mice were transcardinally perfused with 0.01 M PBS followed by cortex dissection from both hemispheres. The cortices were dissociated with papain-based enzyme mix (Miltenyi, 130–092-628) using gentleMACS™ Dissociator (Miltenyi, 130-093-235) followed by debris removal through filtering with the 70-µm cell strainer. Myelin was then removed through magnetic sorting after the incubation with myelin removal beads (Miltenyi, 130-096-731). The obtained single cell suspensions were incubated with CD11B^-^ conjugated beads (Miltenyi, 130-049-601) followed by magnetic sorting for CD11B^+^ microglia. Around 300 K microglia were captured per sample and lysed with RIPA buffer supplemented with the protease and phosphatase inhibitors followed by mild agitation at 4 °C for 30 min and centrifugation at 20,000 g at 4 °C for 30 min. Supernatant was collected as RIPA lysate and subject to Western blotting.

### Tissue preparation for immunofluorescence staining, biochemical assays

Blood samples were collected from mice vena cava after isoflurane induced deep anesthesia, stored at 4 °C overnight and subsequently centrifuged at 1000 g for 10 min to collect the supernatant as serum. After blood collection, mice were transcardinally perfused with 0.01 M PBS and the brains were dissected out. Half of the brain was fixed in 4% paraformaldehyde (PFA, Fisher Scientific) for 24 h, dehydrated with 30% sucrose (Sigma) for 48 h, embedded in O.C.T. compound (SAKURA) and snap-frozen in liquid nitrogen before cryostat sectioning. The other hemisphere was dissected into cortex, hippocampus, midbrain, and cerebellum which were snap-frozen in liquid nitrogen and stored at -80 °C. The cortices were then pulverized (CP02 cryoPREP Automated Dry Pulverizer) and divided into two aliquots: 20–30 mg for RNA extraction and 55–65 mg for protein extraction.

Cortical proteins were extracted sequentially with different lysis buffers. Cortical powder was homogenized in Tris-buffered saline (TBS, Fisher Bioreagents, BP2471-500, 600 µl) supplemented with protease inhibitor (cOmplete, Roche) and phosphatase inhibitor (PhosSTOP, Roche) and subjected to ultracentrifugation at 100,000 g at 4 °C for 1 h. The supernatant was collected as TBS lysate with a protein concentration ~ 3 µg/µl. The pellets were then resuspended in TBSX (TBS plus 1% Triton-X100, 600 µl) supplemented with protease inhibitor and phosphatase inhibitor, homogenized, and mild agitated at 4 °C for 30 min followed by ultracentrifugation at 100,000 g at 4 °C for 1 h. Supernatant was collected as TBSX lysate with a protein concentration ~ 3.5 µg/µl for non-amyloid bearing mice and ~ 5 µg/µl for amyloid bearing mice. For amyloid bearing mice, the pellet was further resuspended in 5 M guanidine hydrochloride (GND, Sigma, 600 µl) followed by sonication and centrifuged at 100,000 g for 1 h at 4 °C. The supernatant was collected as GND lysate with a protein concentration ~ 1.6 µg/µl. Total protein concentration in each lysate was measured (Pierce™ BCA Protein Assay Kit, Cat# 23225) before transferring to 96-well storage plates or 1.5 ml tubes and stored at -80 °C until further analysis.

### Immunofluorescence staining, X34 staining and quantification

The embedded hemispheres were coronally sectioned at a 40 µm thickness. Referencing the mouse brain atlas (Paxinos & Franklin, 2013), sections located from AP -1.7 mm to AP -2.06 mm were selected for the following procedures. First, brain slices were blocked in blocking buffer (5% goat serum plus 0.25% Triton in PBS) for 1 h at RT, then incubated overnight in primary antibody solution at 4 °C. Slices were then incubated in the Alexa Fluor-conjugated secondary antibodies solution (1:1000, Invitrogen) at RT for 2 h. We used the following antibodies against IBA1 (Wako, 019-19741, 1:1000), Aβ (MOAB2, Abcam, ab126649, 1:1000), CD68 (Bio-Rad, MCA1957,1:500), LAMP1 (Abcam, ab25245, 1:500), APP (Millipore Sigma, MAB348, 1:300), and GFAP (Millipore Sigma, MAB360, 1:500). To detect TREM2, 5% BSA and 0.25% Triton X-100 in PBS was used for blocking and preparation of TREM2 antibody solution (R&D, AF1729, 1:300). Fibrillar Aβ plaque staining used free-floating sections from 5xFAD mouse cohorts. Sections were permeabilized with 0.25% Triton X-100 in PBS and stained with 10 µM X34 (Sigma, SML1953) in a mixture of 40% ethanol and 0.02 M NaOH in PBS [31]. Following X34 staining, fluorescence immunostaining targeting proteins of interest were performed on the same slice.

To quantify signals of Aβ, X34, IBA1, LAMP1, APP, IBA1, CD68, GFAP and TREM2, images were taken, and stitched using Keyence (BZ-X800) at 20X. For each staining, the hippocampus and the cortex region located above the hippocampus were traced and saved as region of interest (ROI) images in Image J. A unified intensity threshold was applied to all the sample images in each staining. Pixels with the signal intensity above the threshold were used to calculate area percentages of positive immunoreactive signals in ROI through the particle analysis plugin. For Aβ and X34 staining, plaque numbers and sizes were also assessed. Plaque densities were calculated using plaque (diameter > 8 µm [32, 33]) numbers divided by the ROI areas. For IBA1 staining in the non-amyloid mice, a unified intensity threshold was applied to recognize the microglial cell body followed by particle analysis to examine the microglial density and cell body size. To further assess microglial morphology, 4–5 fields were taken per sample under confocal (Zeiss) at 20 × with a zoom factor 0.6. Images were processed to remove background and skeletonized followed by analysis of branch number, junction number and total branch length per microglia [34].

To assess the interaction of microglia and plaque, we co-stained X34 and IBA1. 30-40 z-stack images per sample were taken under Confocal (Zeiss) at 40X with a zoom factor 0.6. Plaque-centered ROI was traced with a radius of 30 µm and saved through Image J. The number of microglia surrounding each plaque within the radius of 30 µm were manually counted. Colocalization of IBA1 and X34 was decided through ‘Colocalization Threshold’ analysis in Image J.

All the analyses were conducted in a batch mode through customized macro coding in Image J and *MATLAB* (2021b) with the same setting parameters for all the samples. Researchers were blinded to genotypes and groups when performing and quantifying the immunofluorescence staining.

### Aβ40, Aβ42, Aβ oligomer, sAPPα, sAPPβ, CTFβ, TNFα*,* and TREM2 ELISA

Aβ40 and Aβ42 levels in TBS, TBSX, and GND lysates were determined by ELISA as previously described [35] using an end-specific Aβ monoclonal antibody (13.1.1 for Aβ40 and 2.1.3 for Aβ42) and an HRP-conjugated detection antibody (in-house Ab5 antibody) [36]. Aβ42 in ISF was detected by commercial kits (Thermo Fisher, KHB3544). Aβ42 oligomers in TBS and TBSX lysates were detected by commercial kits (Biosensis, BEK-2215-2P). Soluble APPα (sAPPα), sAPPβ in TBS lysates were detected by commercial kits (Meso Scale Discovery, K15120E-2). CTFβ in TBSX lysates was detected by commercial kit (IBL, 27776). TNFα was measured in TBS lysates using commercial kit (Meso Scale Discovery, K152QWD-1).

TREM2 in cortical TBS, TBSX lysates, conditioned medium and cell lysates of primary microglia, serum were measured as described [30, 37] with minor modification using the Meso Scale Discovery (MSD) platform. Streptavidin-coated 96-well plates (MSD, L55SA) were blocked overnight at 4 °C in blocking buffer (3% bovine serum albumin and 0.05% Tween-20 in PBS). On the second day, capture antibody (R&D Systems, BAF1729, 0.25 ug/ml) was applied for an incubation at RT for 1 h. After washing with PBST (0.05% Tween-20 in PBS), samples were incubated overnight at 4 °C with an established dilution in fresh-prepared sample buffer (1% bovine serum albumin and 0.05% Tween-20 in PBS) supplemented with protease inhibitor (cOmplete, Roche). Following another wash with PBST, detection antibody (R&D Systems, MAB1729,) was applied for an incubation at RT for 1 h. Sulfo-tag labeled anti rat antibody (MSD, R32AH-5) was applied at RT for 1 h, and final measurements were made with Read Buffer (MSD, R92TC-3). TBS lysate, TBSX lysate, and serum from *Trem2*-KO mice were used as negative controls.

### Parallel reaction monitoring-based targeted quantitation of TREM2 in mouse brain

Mouse brain tissues were snap-frozen immediately after collection. Brain tissues (2 mg) were lysed in lysis buffer (50 mM Tris, pH 7.4, 150 mM NaCl, 1% n-Octylglucoside, HALT protease/phosphatase inhibitor cocktail) by sonication. After centrifugation, the supernatant was transferred as brain lysate and subjected to the following procedures. The protein concentration from the brain lysate was determined by BCA assay. Biotinylated anti-mouse TREM2 antibody (R&D, BAF1729) was bound to Streptavidin-Dynabeads (Life technologies, 29200) by mixing for 30 min at RT. After washing to remove unbound antibody, equal amounts of protein from each sample were incubated with biotinylated anti-mouse TREM2 antibody (R&D, BAF1729) bound to Streptavidin-Dynabeads overnight at 4 °C. The automated KingFish Flex System (ThermoFisher Scientific) was used to wash beads with ice-cold PBS and elute of TREM2 with 5% acetic acid with high reproducibility. The eluents containing TREM2 were subjected to in-solution trypsin digestion. The resulting peptides were spiked with 5 femtomoles (fmol) of stable isotope-labeled internal standard (SIL-IS) peptides unique to sTREM2-WT, flTREM2-WT, sTREM2-H157Y, and flTREM2-H157Y (synthesized by the Mayo Clinic Proteomics Core). Parallel reaction monitoring (PRM) analysis was performed on an Orbitrap Exploris 480 mass spectrometer coupled to Ultimate 3000RSLC NANO LC System (ThermoFisher). The acquired mass spectra were analyzed using Skyline [38–40] to calculate the absolute molar amount of sTREM2 and flTREM2 using the relative ratio of native peptides to SIL-IS peptides.

### Western blotting

Equal amounts of protein from the brain TBS and TBSX lysates, or RIPA lysates from isolated microglia were resolved by SDS-PAGE and transferred to PVDF membranes. After blocking, proteins of interest were detected with appropriate primary antibodies. The membrane was then probed with HRP-conjugated or LI-COR secondary antibodies and visualized using the films or Odyssey infrared imaging system (LI-COR). We used the following primary antibodies against: TREM2 (5F4, ordered from Dr. Haass lab), GLUR2 (Millipore, MAB397, 1:1000), PSD95 (Cell Signaling, 3450 s, 1:1000), synaptophysin (Biolegend, 807801, 1:1000), SYK (Cell Signaling, 2712S, 1:1000), pSYK (Cell Signaling, 2710S, 1:1000) and β-actin (Sigma, A2228, 1:2000).

### RNA extraction, library preparation and sequencing

RNA from pulverized cortex was extracted and purified according to our previous study [41]. The RNA integrity numbers (RIN) of all the 40 RNA sequencing (RNAseq) samples were above 9.5. Thus, they were all used for library preparation and sequencing. RNA libraries were prepared from 200 ng of total RNA using the TruSeq RNA Sample Prep Kit (Illumina) according to the manufacturer’s instructions, employing poly-A mRNA enrichment using oligo-dT magnetic beads. The final adaptor-modified cDNA fragments were enriched by 15 cycles of PCR using Illumina TruSeq PCR primers. The concentration and size distribution of the completed libraries were determined using an Agilent Tape Station, (Agilent) and Qubit fluorometer (Invitrogen). Libraries from all the 40 samples were sequenced on Illumina’s NovaSeq 6000 at 75 million fragment reads/sample following Illumina’s standard protocol on a S2 flow cell. S2 flow cells were sequenced at 100 × 2 paired end reads using a NovaSeq S2 sequencing kit, NovaSeq Control Software v1.7.5 and base-calling was analyzed using Illumina’s RTA version 3.4.4.

### RNAseq data analysis

#### RNA quantification, quality control and normalization

RNA sequencing reads were processed through the Mayo Clinic RNA sequencing analytic pipeline, MAP-RSeq Version 2.1.1 [42]. Briefly, reads were aligned to the mouse reference genome mm10 using TopHat version 2.1.0 [43] and Bowtie version 1.1.2 [44]. Quality control (QC) was performed using RSeQC version 2.6.2 [45]. Gene counts were generated using featureCounts version 1.4.6-p5 [46]. One *Trem2* H157Y (5xFAD) homozygous female sample was excluded from further analysis due to low gene count percentage (39%) and strand-ness check (0.5009). 

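The cortical libraries analysed here include all 5 females homozygous for *Trem2* H157Y on the 5xFAD background, and the paper's text does not name the one that was excluded. Libraries are named by the replicate numbers of the study, which run from 1 to 40. The counts assigned to genes were 71773808 in replicate 3, 69013291 in replicate 16, 41646271 in replicate 19, 95364171 in replicate 33 and 69374682 in replicate 34. Strand was examined on 150 genes with at least 50% of their exonic bases on exons of an opposite-strand gene whose median expression was at least 10 times higher. Counts on such genes rise when reads are assigned without regard to strand. The share of a library's counts on these genes was 0.0185% in replicate 3 (95% Wilson confidence interval from 0.0182% to 0.0188%). It was 0.0174% in replicate 16 (0.0171% to 0.0177%), 0.0189% in replicate 33 (0.0186% to 0.0192%) and 0.0179% in replicate 34 (0.0176% to 0.0182%). In replicate 19 the share was 0.329% (0.328% to 0.331%), above the 0.0162% to 0.0205% of the other 39 libraries of both cohorts. The intervals cover counting error only. All 5 libraries were kept in the comparisons reported here.

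**Figure D1:**
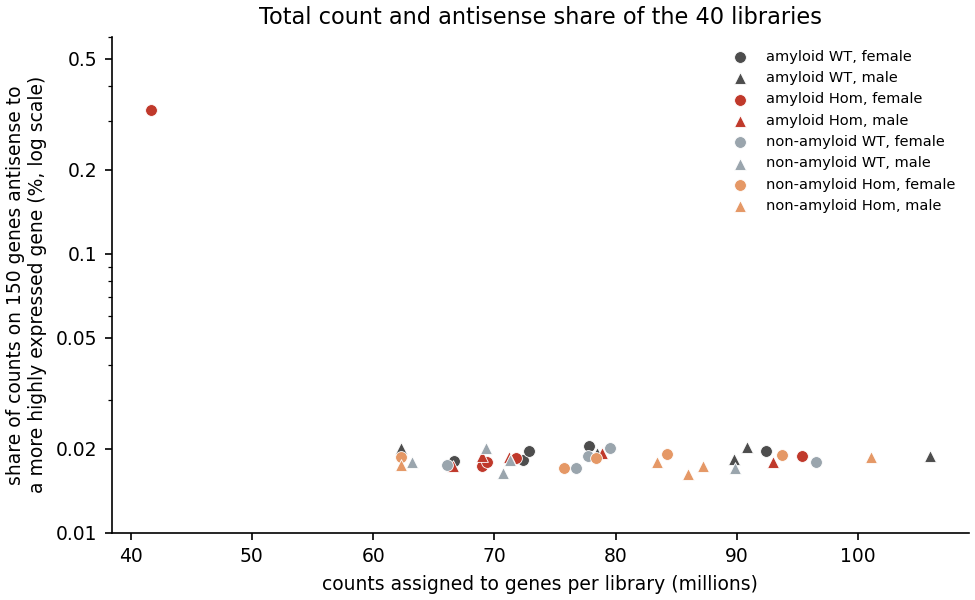
Counts assigned to genes in each of the 40 libraries (horizontal axis) against the share of these counts on the 150 antisense genes (vertical axis, %, log scale), colored by group, with circles for females and triangles for males. Replicate 19 stands alone at 0.329% and has the lowest total.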

Genes were filtered out from further analyses if there were not at least four samples with 10 counts of the gene. Trimmed Mean of M-values (TMM) normalization was performed with calcNormFactors from the edgeR R package [47].

### Differential gene expression, hierarchical clustering and pathway analysis

Differential gene expression analyses were performed in the comparison of Hom vs WT (separately for non-amyloid or amyloid cohorts) using the edgeR quasi-likelihood pipeline [47]. Differentially expressed genes (DEG) were defined with false discovery rate (FDR) < 0.05 and log_2_|fold change (FC)|> 0.25. Hierarchical clustering was performed in MATLAB using the *Clustergram* function based on standardized Euclidean distance metric. Volcano plots were generated in MATLAB using –log10 (FDR) as y axis and ± log2 (|FC|) as x axis. Pathway analyses of differentially expressed genes were performed through Ingenuity Pathway Analysis (QIAGEN Inc., https://digitalinsights.qiagen.com/products/ingenuity-pathwayanalysis) [48].

### Weighted gene co-expression network analysis and module preservation analysis of the amyloid modules in non-amyloid network

Weighted gene co-expression network analysis (WGCNA) was conducted in non-amyloid mice and amyloid mice, respectively, using residual expression values calculated from adjusting for sex, strand, and exonic rate. Based on the relationship between power and scale independence, the power of 12 was chosen to build scale-free topology using signed hybrid network. We set the minimum modules size as 40 and merged modules whose correlation coefficients were greater than 0.6 (mergeCutHeight = 0.4). Each module was summarized by the first principal component of the scaled module expression profiles, termed module eigengene (ME). For each module, the module membership (MM) was defined as the correlation between gene expression values and ME. Intramodular hub genes are genes with the highest connectivity to other genes within a given module, and were selected based on the p values of MM. To assess the correlation of modules to genotype, we defined the WT genotype as 0 and Hom as 1. Modules were annotated using R package anRichment. MEs of selected modules were compared between genotypes through Wilcoxon rank-sum test. Gene–gene connections among top hub genes were visualized using Cytoscape. GO term enrichment analysis was conducted with anRichment R package.

The preservation of the modules in amyloid network was tested in the non-amyloid network. Separate module preservation analyses were performed for the two datasets using WGCNA. In all analyses, module definitions from the mouse network were used as reference to calculate the z-summary statistics for each module. Z summary score > 2 suggests moderate preservation and Z summary score > 10 suggests strong preservation.

### Quantitative PCR (qPCR)

Purified RNA (1 µg) was used to prepare cDNA iScript™ Reverse Transcription Supermix (Biorad) and qPCR was performed using the QuantStudioTM 7 Flex Real-Time PCR System (ThermoFisher Scientific). To assess the total *Trem2* mRNA, predesigned primers (IDT) targeting exon 4–5 (Mm.PT.58.45957937.g), and customized primers targeting exon 2 (Forward 5′-GCCCATGCCAGCGTGTGGT-3′ and Reverse 5′-CACTGGTAGAGGCCCGC-3′) were used, respectively. Predesigned primers from IDT were used to quantify the mRNA levels of *Tyrobp* (Mm.PT.58.6069426), *Tmem119* (Mm.PT.58.6766267), *Cx3cr1* (Mm.PT.58.17555544), *C1qa* (Mm.PT.58.5375735). The relative gene expression was normalized to *Gapdh* (IDT, Mm.PT.39a.1) and assessed using the 2^−ΔCT^ method.

### In vivo microdialysis

To assess the Aβ clearance, we examined the Aβ level in hippocampal interstitial fluid (ISF) obtained through in vivo microdialysis in awake, free-moving mice as previously described [30, 49, 50]. Animals were placed in a stereotaxic device equipped with dual manipulator arms and an isoflurane anesthetic mask (David Kopf Instruments). Under isoflurane volatile anesthetic, guide cannula (BR style; Bioanalytical Systems) were cemented into the hippocampus (3.1 mm behind bregma, 2.5 mm lateral to midline, and 1.2 mm below dura at a 12˚ angle). Four to six hours post-surgery, a microdialysis probe (30-kilodalton MWCO membrane, Bioanalytical Systems) was inserted through the guide cannula into the brain. Artificial cerebrospinal fluid (aCSF) (mM: 1.3 CaCl_2_, 1.2 MgSO_4_, 3 KCl, 0.4 KH_2_PO_4_, 25 NaHCO_3_, and 122 NaCl, pH 7.4) containing 3% bovine serum albumin (BSA; Sigma) filtered through a 0.1 mm membrane was used as microdialysis perfusion buffer. Flow rate was a constant 1.0 ml/min. Samples were collected hourly into a refrigerated fraction collector. The baseline samples were collected for 10 h followed by subcutaneous administration of a $$\gamma$$-secretase inhibitor, LY411575 (5 mg/kg) to rapidly block the production of Aβ. Samples were collected for another 4 h after treatment. ISF Aβ42 in the 14 samples for each mouse was measured by ELISA (Invitrogen, KHB3441, 1:4). To determine Aβ42 half-life [49], datapoints from drug delivery were analyzed. Meeting with the first-order processes, the elimination rate ($$Ke$$) of Aβ42 is related to the slope ($$a$$) of the semi-log plot of concentration versus time: $$a=-Ke/2.3$$. The half-life (T_1/2_) of Aβ42 is further calculated as T_1/2_$$=0.693/Ke$$.

### Statistical analyses

All data were reported as mean values ± SEM. Generally, if sample sizes are larger than 7, to ensure that results were valid in the presence of non-normal distributions, or differing variances between groups, Kruskal–Wallis tests with uncorrected Dun’s multiple comparisons or Wilcoxon Rank-sum tests were used. If the sample size ≤ 7 and dataset showed similar variances examined by F-test, unpaired *t* test was used since nonparametric tests would have very low power. Specifically, One-Way ANOCOVA with comparison of slopes was used in Fig. 2A. Unpaired *t* test with Welch’s correction (Welch’s *t* test) was used Fig. 3Q because of the significantly different variances. Wilcoxon matched-pairs signed rank test was applied to Fig. 6B. All the statistical analyses were conducted using GraphPad Prism v8.4.3 or *MATLAB*. The statistical tests used for each analysis, the sample size and the significance levels were reported in the legend of each figure.

## Results

### Generation of *Trem2* H157Y knock-in mouse model

TREM2-H157 is located where TREM2 undergoes proteolytic shedding to produce sTREM2 [22–24]. 

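*Trem2* (ENSMUSG00000023992) lies on the plus strand of chromosome 17 of the mouse genome mm10, from 48346401 to 48354147 in the GENCODE vM21 annotation. The transcript read here has 5 exons. The guide RNA used for the knock-in, GGAGGTGCTGTGTTCCACTT, matches the minus strand from 48351170 to 48351189, within exon 3 (48351101 to 48351191). The edited base is at 48351178, which is position 469 of the coding sequence. It changes codon 157 from CAC, histidine, to TAC, tyrosine. Relative to the guide, with positions counted from 1 at its 5′ end, the edited allele carries G12A. On the coding strand, the reference transcript with 30 bases on either side of the edited base reads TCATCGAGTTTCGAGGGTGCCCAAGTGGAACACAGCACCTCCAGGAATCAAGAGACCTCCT and runs from exon 3 into exon 4. Counts per gene, used for the RNA sequencing of these mice, do not distinguish the edited allele from the WT allele.

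**Figure D2:**
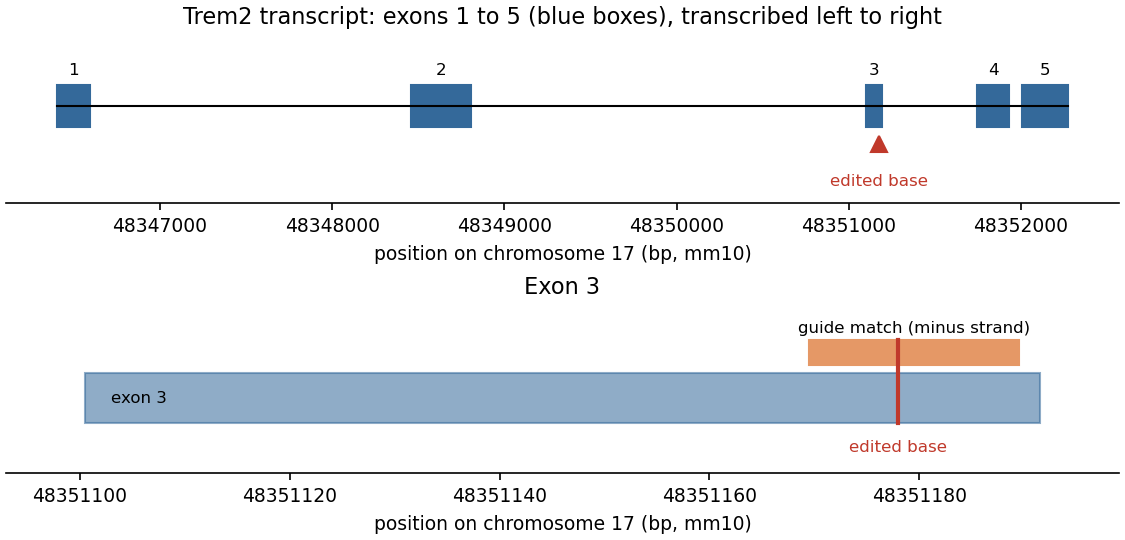
Position on chromosome 17 (bp, mm10) of the 5 exons of a *Trem2* transcript (upper panel, blue boxes) and of exon 3 with the match of the guide RNA (lower panel, orange box). The red mark is the edited base at 48351178, which lies inside the guide match near the 3′ end of exon 3.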

To study the in vivo effects of the *Trem2* H157Y mutation, we introduced a C > T substitution in exon3 through CRISPR/Cas9 technology to create the missense H157Y mutation (Fig. 1A). Two founders (1 and 2) were obtained with no off-target mutation observed in the offspring from either founder (Fig. S1A-B). Results reported below were generated using the offspring of founder 1 unless otherwise stated. By crossing the *Trem2* H157Y heterozygous mice, we obtained three genotypes: wild type (*Trem2*^+*/*+^, referred to as WT), heterozygous (*Trem2*^+*/H157Y*^, referred to as Het), and homozygous (*Trem2*^*H157Y/H157Y*^, referred to as Hom). Littermates of these three genotypes were used to investigate the impacts of the *Trem2* H157Y mutation on TREM2 proteolytic processing, microglial density and morphology, synaptic plasticity, and cognitive function.

**Fig. 1:**
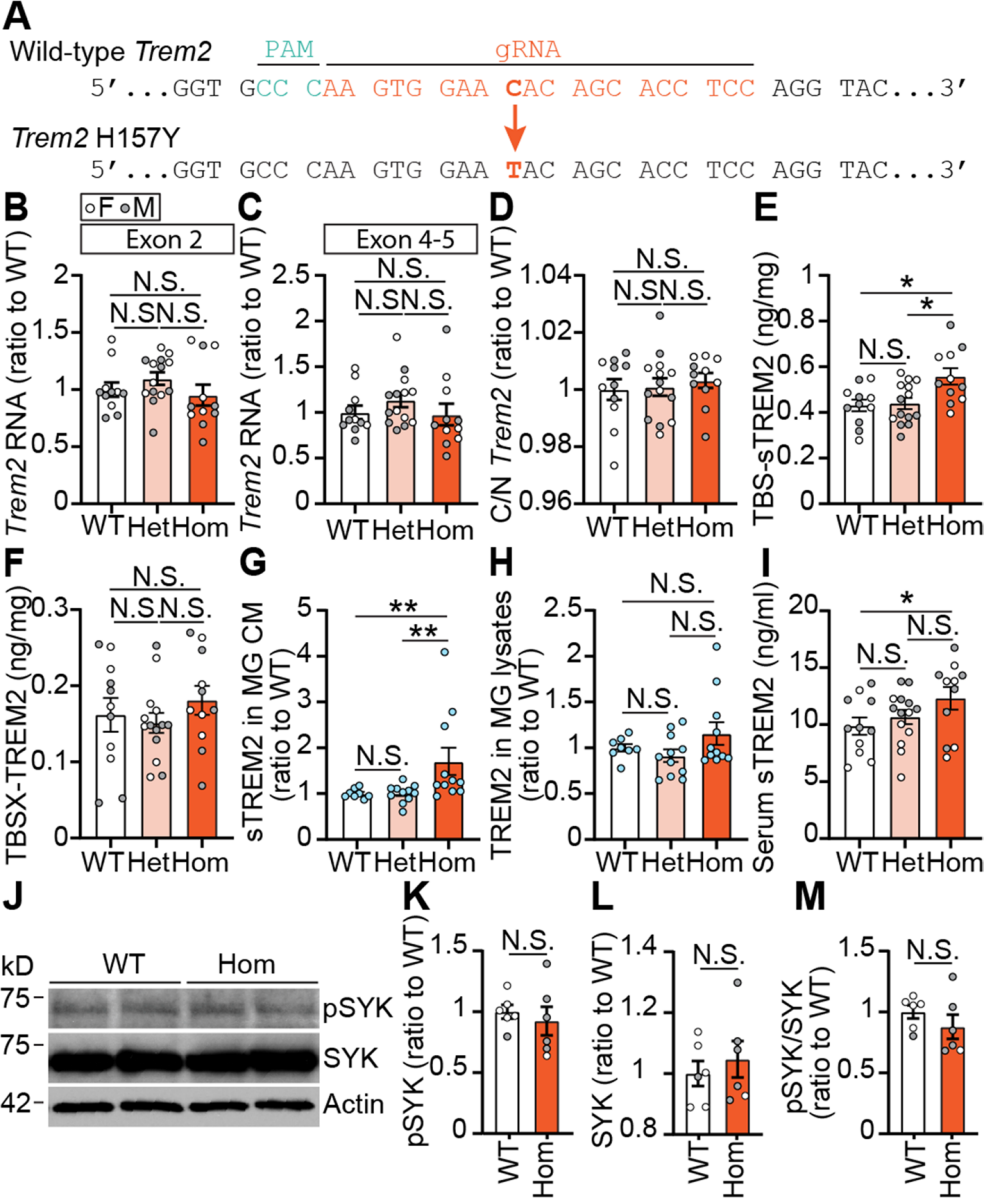
*Trem2* H157Y increases TREM2 shedding. ***A***. *Trem2* H157Y knock-in mice were generated by introducing a C > T mutation (bold orange) via CRIPR/Cas9. Protospacer region recognized by guide RNA (gRNA) is shown in orange. Protospacer adjacent region (PAM) is indicated in green. ***B-C***. Cortical *Trem2* mRNA levels were examined using primers targeting exon 2 (N-terminal, ***B***) or exon 4–5 (C-terminal, ***C***), and normalized to WT mice for each genotype. ***D***. Cycle threshold ratios of C-terminal *Trem2* to N-terminal *Trem2* (C/N *Trem2*) were calculated and normalized to WT mice for each genotype. ***E–F***. TREM2 levels were examined by ELISA and normalized to WT mice in cortical TBS (***E***) and TBSX (***F***) lysates for each genotype. ***G-H***. TREM2 levels were examined by ELISA in conditioned medium (CM) (***G***) and RIPA lysates (***H***) of primary microglia (MG). TREM2 amount was normalized to the total protein level of cell lysates followed by another normalization to WT littermates. *N* = 8–11 pups per genotype. Unknown sex of each pup. ***I***. Serum TREM2 were examined by ELISA in mice from each genotype. ***J***. SYK, phosphorylated SYK (pSYK) and actin were detected in the RIPA lysates of isolated microglia from WT and Hom mice. ***K-L***. pSYK (***K***) and SYK (***L***) were quantified and normalized to WT. ***M***. Ratios of pSYK/SYK were calculated and normalized to the WT mice. ***B-F***, ***I***. *N* = 11–14 mice per genotype at 6 months of age, mixed sex. Kruskal–Wallis tests with uncorrected Dun’s multiple comparisons were used in ***B-I***. ***J-M***. *N* = 6 mice/genotype at 6 months of age, mixed sex. Unpaired t-tests were used. Data are presented as Mean ± SEM. N.S., not significant. * *p* < 0.05. **p < 0.01

It was reported that *Trem2* R47H knock-in mouse models generated through CRISPR/Cas9 technologies exhibit aberrant splicing and reduced expression levels of *Trem2* mRNA [51]. We therefore assessed how *Trem2* H157Y affects *Trem2* transcription. We measured total *Trem2* mRNA using primers either targeting the N-terminal (exon 2) or C-terminal part (exon 4–5) of *Trem2* in mice of each genotype at 6 months of age. Neither of these primers recognized significant differences of total *Trem2* level between genotypes (Fig. 1B-C). In addition, we calculated the ratios of cycle thresholds (Ct) for the C-terminal and N-terminal *Trem2* (C/N *Trem2*) and did not observe significant differences of these ratios between genotypes (Fig. 1D), suggesting no aberrant splicing of *Trem2* in our *Trem2* H157Y knock-in mouse model.

### *Trem2* H157Y increases the production of sTREM2

We proceeded to evaluate TREM2 protein levels in each genotype. Proteins were sequentially extracted from cortex with Tris-buffered saline (TBS) and TBSX (TBS + 1% Triton X-100) and analyzed by N-terminal TREM2-capturing ELISA. Although membrane bound TREM2 in TBSX did not differ between genotypes (Fig. 1F), there was an increase of sTREM2 in the TBS lysates in Hom compared to Het and WT mice (Fig. 1E). To further examine the effects of *Trem2* H157Y on TREM2 proteolytic processing in microglia, we cultured cortical primary microglia from littermate pups of our mouse model. Consistent with in vivo findings, we observed an increase of sTREM2 in conditioned medium (CM) from Hom microglia compared to that from Het and WT microglia (Fig. 1G). The membrane associated TREM2 in microglia RIPA lysates did not differ between genotypes (Fig. 1H). Further supporting an increase of sTREM2 production in the presence of the *Trem2* H157Y mutation, we observed higher levels of serum sTREM2 in Hom mice compared to WT mice (Fig. 1I).

To examine the TREM2 signaling potentially impacted by *Trem2* H157Y, we isolated microglia from WT and Hom mice at 6 months of age and lysed them in the RIPA buffer. Through western blotting, we quantified the spleen tyrosine kinase (SYK), phosphorylated SYK (pSYK) (Fig. 1J) and calculated the pSYK/SYK ratios. No significant differences were observed between WT and Hom mice in the levels of pSYK (Fig. 1K) and total SYK (Fig. 1L), as well as pSYK/SYK ratios (Fig. 1M), indicating limited impact of *Trem2* H157Y on TREM2 signaling.

Collectively, our results support that the *Trem2* H157Y mutation increases sTREM2 production without significantly affecting TREM2 signaling in the homozygous mice.

### *Trem2* H157Y does not affect microglia density and morphology

To quantify the microglia density and assess the morphology of microglia, we performed IBA1 immunofluorescence staining of brain slices from *Trem2* H157Y knock-in mice at 6 months of age. Microglia density and cell body size did not change with the *Trem2* H157Y mutation (Fig. S2A-C). Analyses after microglia skeletonization (Fig. S2D-F) showed no significant differences in the branch number, junction number, and total branch length per microglia between genotypes (Fig. S2G-I). These results suggest *Trem2* H157Y does not affect microglia density and morphology in vivo under physiological conditions.

### *Trem2* H157Y enhances synaptic plasticity

*Trem2* deficiency, *Trem2* R47H, *Trem2* Y38C have been reported to affect synaptic activities [52–56]. We examined the levels of synaptic markers in mice of each genotype at 6 months of age through Western blotting. No significant differences were detected between genotypes in synaptophysin, PSD95, and GLUR2 levels, indicating the synaptic integrity is unaffected by *Trem2* H157Y (Fig S3A-D).

We then performed hippocampal long-term potentiation (LTP) recording in WT and Hom mice of our mouse model at 6 months of age to examine whether the *Trem2* H157Y mutation affects synaptic function. Similar slopes of input–output curves from WT and Hom mice were observed suggesting the *Trem2* H157Y mutation does not affect the basic transmission (Fig. 2A). However, stronger paired-pulse facilitation was observed in Hom mice compared to WT mice (Fig. 2B) suggesting the presynaptic function and short-term plasticity are enhanced in the Hom mice. Moreover, Hom mice showed strengthened LTP compared to WT mice (Fig. 2C and D) using a theta-burst stimulation paradigm indicating the synaptic plasticity is enhanced.

**Fig. 2:**
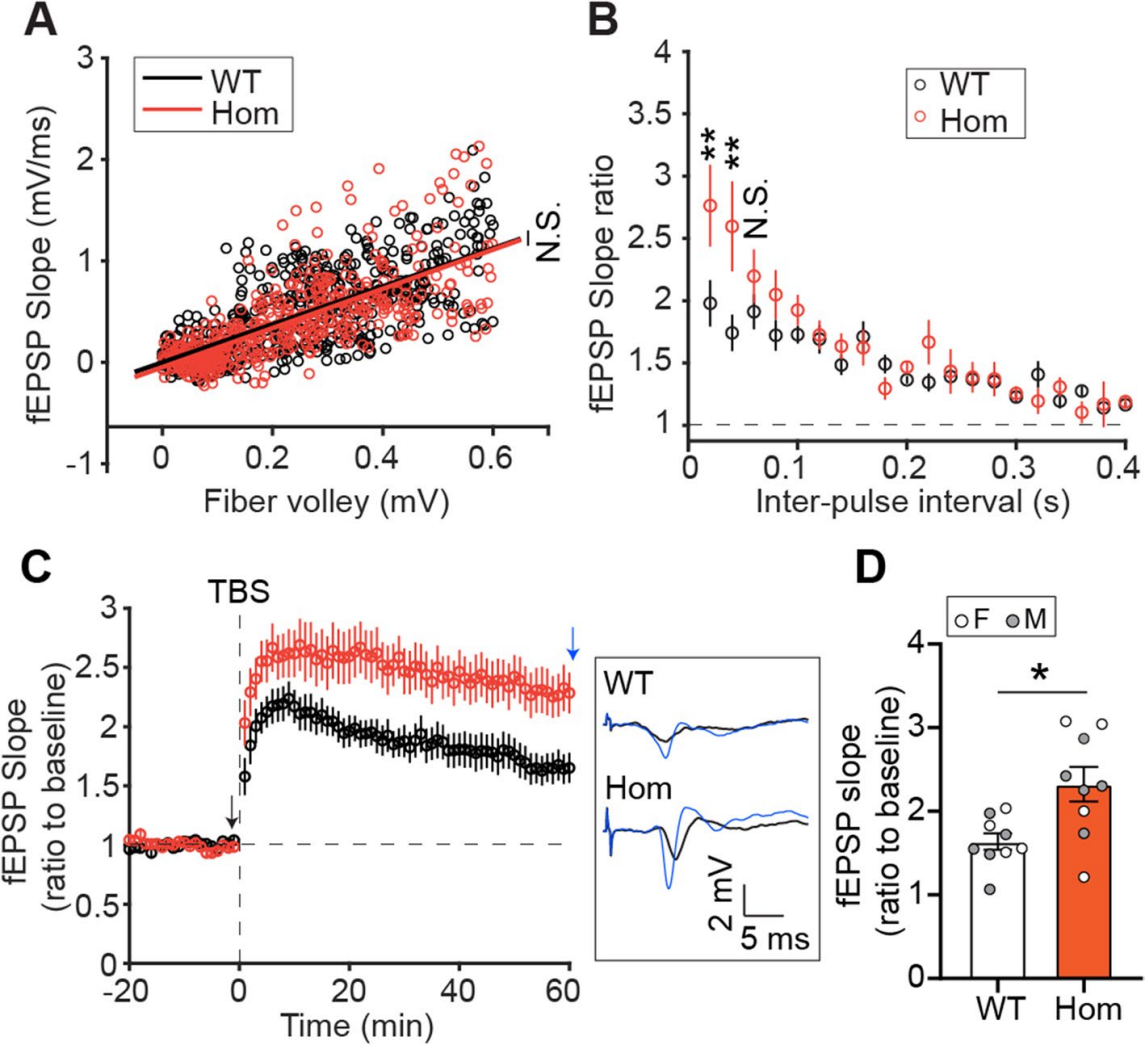
*Trem2* H157Y enhances synaptic plasticity. ***A***. The input–output curves for WT and Hom mice at 6 months of age are shown as linear regressions of fEPSP slopes corresponding to pre-synaptic fiber volley amplitudes. WT, n/N = 21 brain slices from 9 mice; Hom, n/N = 18/8; mixed sex. ***B.*** Paired-pulse facilitation profiles are shown. Ratios of fEPSP slopes evoked by second pulse and first pulse were calculated and plotted versus the corresponding inter-pulse intervals. WT, n/N = 17/8; Hom, n/N = 14/7; mixed sex. ***C***. Theta-Burst Stimulus (TBS) induced LTP profiles for WT and Hom mice are shown as averaged and normalized fEPSP slopes. Example baseline (black arrow, black trace) and last-minute (blue arrow, black trace) fEPSP traces are shown in the inset frame. ***D.*** The average fEPSP slopes in the last five minutes were compared between WT and Hom mice. WT, n/N = 20/9; Hom, n/N = 16/9; mixed sex. Data are presented as Mean ± SEM. One-Way ANOCOVA with comparison of slopes was used in ***A***. Wilcoxon Rank-sum tests were used in ***B*** and*** D***. N.S., not significant. *p < 0.05. **p < 0.01

To examine whether this strengthened synaptic capability with *Trem2* H157Y leads to spatial cognitive performance, we conducted a battery of behavioral tests with mice of each genotype at 6 months of age. We did not observe significant performance differences in anxiety (Fig. S3E) and associative memory assessments (Fig. S3G-H) between genotypes. However, using Y-maze spontaneous alteration tests, we observed a trending performance improvement of spatial working memory in Hom mice compared to Het mice while no difference between Het mice and WT mice (Fig. S3F; Het vs Hom, *p* = 0.07).

Taken together, these results support a beneficial effect of *Trem2* H157Y on synaptic plasticity and presynaptic function, even though it did not translate into significant enhancement at the behavioral level in our paradigms.

### *Trem2* H157Y does not affect amyloid pathology at the early stage of amyloid development

To investigate the effects of H157Y mutation on AD-related amyloid pathogenesis, we crossed *Trem2* H157Y knock-in mice with 5xFAD amyloid model mice. Early-stage amyloid pathologies were assessed in mice of each genotype at 4 months of age [57] through Aβ immunostaining of brain slices with MOAB2 antibody (Fig. S4A) and fibrillar Aβ stain with X34 (Fig. S4B). No significant differences between genotypes were observed in plaque coverages (Fig. S4C, F, I and L), densities (Fig. S4D, G, J and M), and sizes (Fig. S4E, H, K and N) in the cortex (Fig. S4C-E, I-K) or hippocampus (Fig. S4F-H, L-N). We also quantified the levels of Aβ40 and Aβ42 by ELISA in different cortical lysates which were obtained through sequential protein extraction with TBS, TBSX, and guanidine (GND) buffer. No significant differences between genotypes were observed in the measurements of Aβ40 and Aβ42 in TBS (Fig. S4O-P), TBSX (Fig. S4Q-R) and GND lysates (Fig. S4S-T).

We also assessed the microgliosis and astrogliosis in response to the amyloid pathology, through IBA1 (Fig. S5A) and GFAP (Fig. S5D) immunostaining, respectively. Hom mice exhibited a trending of lower IBA1^+^ areas in the cortex (Fig. S5B, Hom vs WT, *p* = 0.06) and hippocampus (Fig. S5C, Hom vs WT, *p* = 0.09) compared to WT mice. No significant differences of IBA1^+^ areas were observed between Het and WT mice. On the other hand, cortical and hippocampal GFAP^+^ areas showed no significant differences between genotypes, indicating the astrogliosis is not affected in our animal model.

Taken together, these results suggest that *Trem2* H157Y does not affect early-stage amyloid pathologies.

### *Trem2* H157Y reduces amyloid burden in 5xFAD mice at the late stage of amyloid development

Next, we assessed the late-stage amyloid pathology in 5xFAD mice of each genotype at 8.5 months of age [57]. Interestingly, at this age, Hom mice showed significantly lower Aβ40 and Aβ42 in cortical GND lysates compared to WT mice while no significant differences were detected between Het mice and Hom or WT mice (Fig. 3A-B). The levels of Aβ40 and Aβ42 in cortical TBS (Fig. S6A-B) and TBSX lysates (Fig. S6C-D) showed no significant differences between genotypes. However, significantly lower amount of the neuronal toxic species, Aβ42 oligomers were detected in TBS and TBSX lysates of Hom mice compared to WT mice (Fig. 3C-D). Consistent with the above results, Aβ immunostaining with MOAB2 antibody (Fig. 3E) revealed significant reductions of Aβ plaque coverages (Fig. 3F, I) and densities (Fig. 3G, J) in the cortex and hippocampus of Hom mice compared to WT mice. Plaques from all three genotypes were found to be similar in size (Fig. 3H, K). We did not observe significant decreases of X34-positive fibrillar Aβ (Fig. S6E) plaque coverages (Fig. S6F, I), densities (Fig. S6G, J), or sizes (Fig. S6H, K) in the cortex and hippocampus of Hom or Het mice compared to WT mice.

**Fig. 3:**
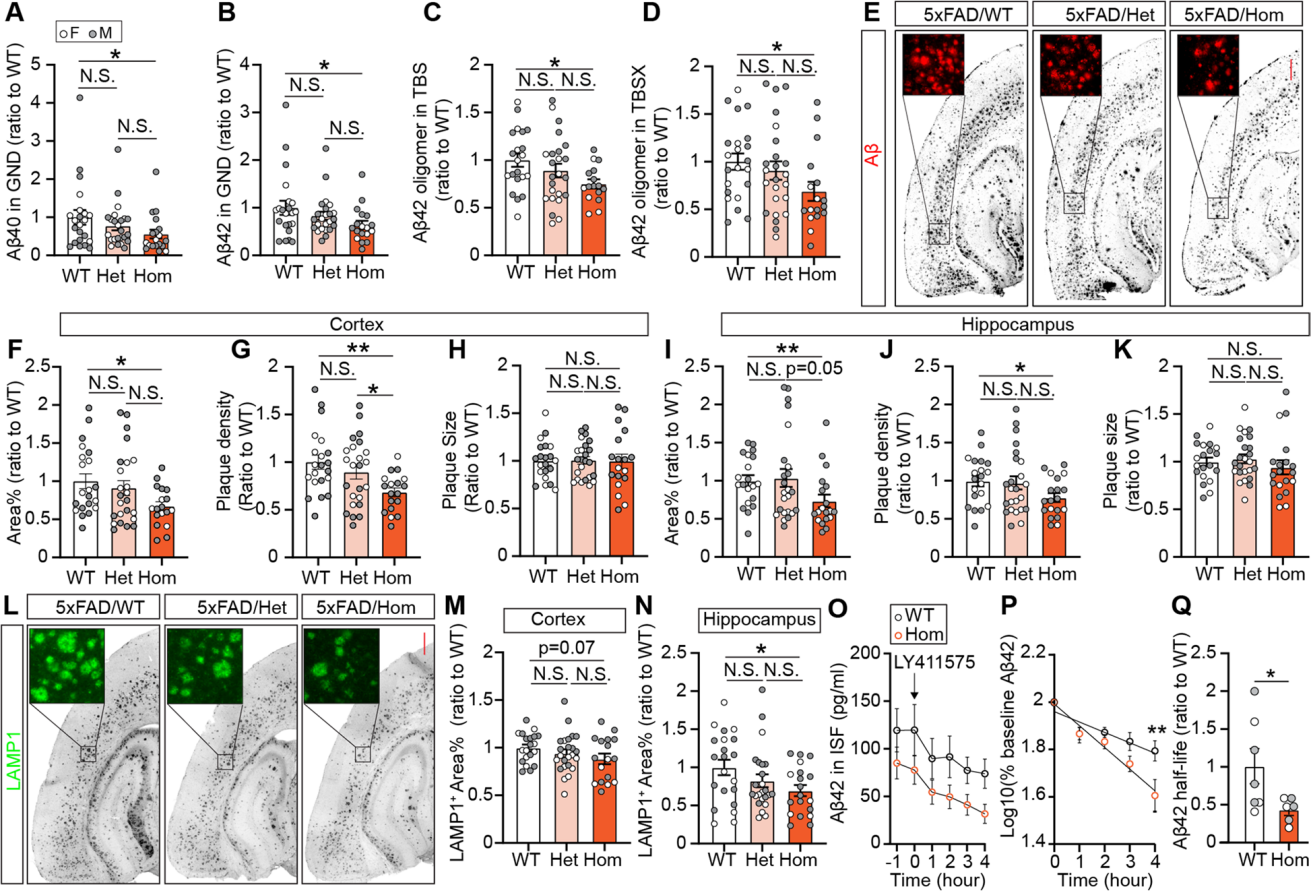
*Trem2* H157Y reduces amyloid burden and dystrophic neurites in 5xFAD mice at 8.5 months of age. *A-B*. Aβ40 (***A***) and Aβ42 (***B***) were quantified by ELISA and normalized to WT in cortical guanidine lysates (GND) for each genotype. ***C-D***. Aβ42 oligomer were quantified by ELISA and normalized to WT in cortical TBS (***C***) and TBSX (***D***) lysates for each genotype. ***E***. Representative images of amyloid (MOAB2) staining are shown for each genotype. Scale, 400 µm. ***F-K***. Cortical (***F–H***) and hippocampal (***I-K***) amyloid plaque area coverages (***F, I***), densities (***G, J***) and sizes (***H, K***) were quantified and normalized to WT mice. ***L***. Representative images of LAMP1 staining for dystrophic neurites are shown. Scale, 400 µm. ***M–N***. Cortical (***M***) and hippocampal (***N***) LAMP1^+^ area coverages were quantified and normalized to WT mice for each genotype. ***A-N***. *N* = 19–24 mice per genotype at 8.5 months of age, mixed sex. Data are presented as Mean ± SEM. Kruskal–Wallis tests with uncorrected Dun’s multiple comparisons were used. ***O***. Aβ42 was quantified by ELISA in the interstitial fluid (ISF) obtained in microdialysis experiments with WT and Hom mice at 3 months of age. At time 0, γ-secretase inhibitor LY411575 was administrated to stop the Aβ production. ***P***. Semilog plot was performed from time 0 to analyze the half-life of Aβ42 clearance. ***Q***. Half-life was calculated and plotted in WT and Hom mice with a normalization to WT mice. ***O-Q***. *N* = 6–7 mice per genotype at 3 months of age, mixed sex. Data are presented as Mean ± SEM. Unpaired *t* tests were used in ***P***. Welch’s *t* test was used in ***Q***. N.S., not significant. * *p* < 0.05. **p < 0.01

Further, to examine the effects of *Trem2* H157Y on Aβ related neuronal toxicity, we assessed the dystrophic neurites through lysosome-associated membrane protein (LAMP1) immunostaining (Fig. 3L). LAMP1^+^ areas showed a trending decrease in the cortex (Fig. 3M, Hom vs WT, *p* = 0.07) and a significant decrease in the hippocampus (Fig. 3N) of Hom mice compared to WT mice. No significant differences were found between Het and Hom or WT mice. To validate this observation, we stained dystrophic neurites with a C-terminal APP antibody (Fig. S6L). Consistent with the LAMP1 staining result, quantification of APP^+^ areas showed significant decreases in the cortex (Fig. S6M) and hippocampus (Fig. S6N) of Hom mice compared to WT mice. Additionally, we assessed synaptic integrity through detection of PSD95 and synaptophysin by Western blotting in cortical TBSX lysates (Fig. S6O). However, we did not detect significant changes of these synaptic markers in Hom mice compared with WT mice (Fig. S6P-Q), suggesting that there is no significant neuronal/synaptic loss in our animal models with the *Trem2* H157Y mutation.

Taken together, these assessments suggest that *Trem2* H157Y reduced amyloid burden and Aβ related neurite dystrophy in homozygous mice at the late stage of amyloid development.

### *Trem2* H157Y facilitates Aβ clearance in 5xFAD mice

To address the potential mechanism of amyloid reduction in the *Trem2* H157Y homozygous mice, we examined the APP processing products [58] and found no significant differences in the levals of cortical sAPPα, sAPPβ, and CTFβ between genotypes (Fig. S6R-T) at 8.5 months of age, suggesting unaltered Aβ production by the *Trem2* H157Y mutation. We then set out to assess the Aβ clearance affected by *Trem2* H157Y. To avoid the impacts of amyloid plaque on the Aβ clearance [49], we conducted in vivo microdialysis with awake, free-moving mice at 3 months of age [30, 49, 50]. We analyzed Aβ42 clearance in the interstitial fluid (ISF) while Aβ production was inhibited with γ-secretase inhibitor, LY411575 (Fig. 3O). The elimination kinetic analysis showed enhanced clearance of Aβ42 with decreased ISF-Aβ42 levels four hours post drug administration (Fig. 3P) and a 50% reduction of Aβ42 half-life (Fig. 3Q) in Hom mice compared to WT mice. The enhanced clearance of Aβ by *Trem2* H157Y may accumulatively lead to the overall suppression of amyloid pathology in Hom mice at 8.5 months of age.

### *Trem2* H157Y reduces gliosis in 5xFAD mice at the late stage of amyloid development

To assess the microglial responses to amyloid pathology with *Trem2* H157Y, we performed immunostaining of microglial marker IBA1 (Fig. 4A) and the phagocytic marker CD68 (Fig. 4H) with brain slices from mice at 8.5 months of age. Significant reductions of IBA1^+^ and CD68^+^ areas were observed in the cortex (Fig. 4B, E) and hippocampus (Fig. 4C, F) of Hom mice compared to WT, suggesting reduced microgliosis and neuroinflammation with *Trem2* H157Y. No significant differences were detected between Het mice and WT or Hom mice. We further found positive correlations between IBA1^+^ or CD68^+^ areas and GND-Aβ42, suggesting that the decreased microgliosis is likely related to the amyloid pathology (Fig. 4D and G). We also stained TREM2 in brain slices of each genotype (Fig. 4K) and observed significant reductions of TREM2^+^ areas in Hom mice compared to WT mice in the cortex (Fig. 4I) and hippocampus (Fig. 4J). Positive correlation was further found between TREM2^+^ and IBA1^+^ areas (Fig. 4L), suggesting the reduction of TREM2 immunoreactivity may result from decreased microgliosis in Hom mice.

**Fig. 4:**
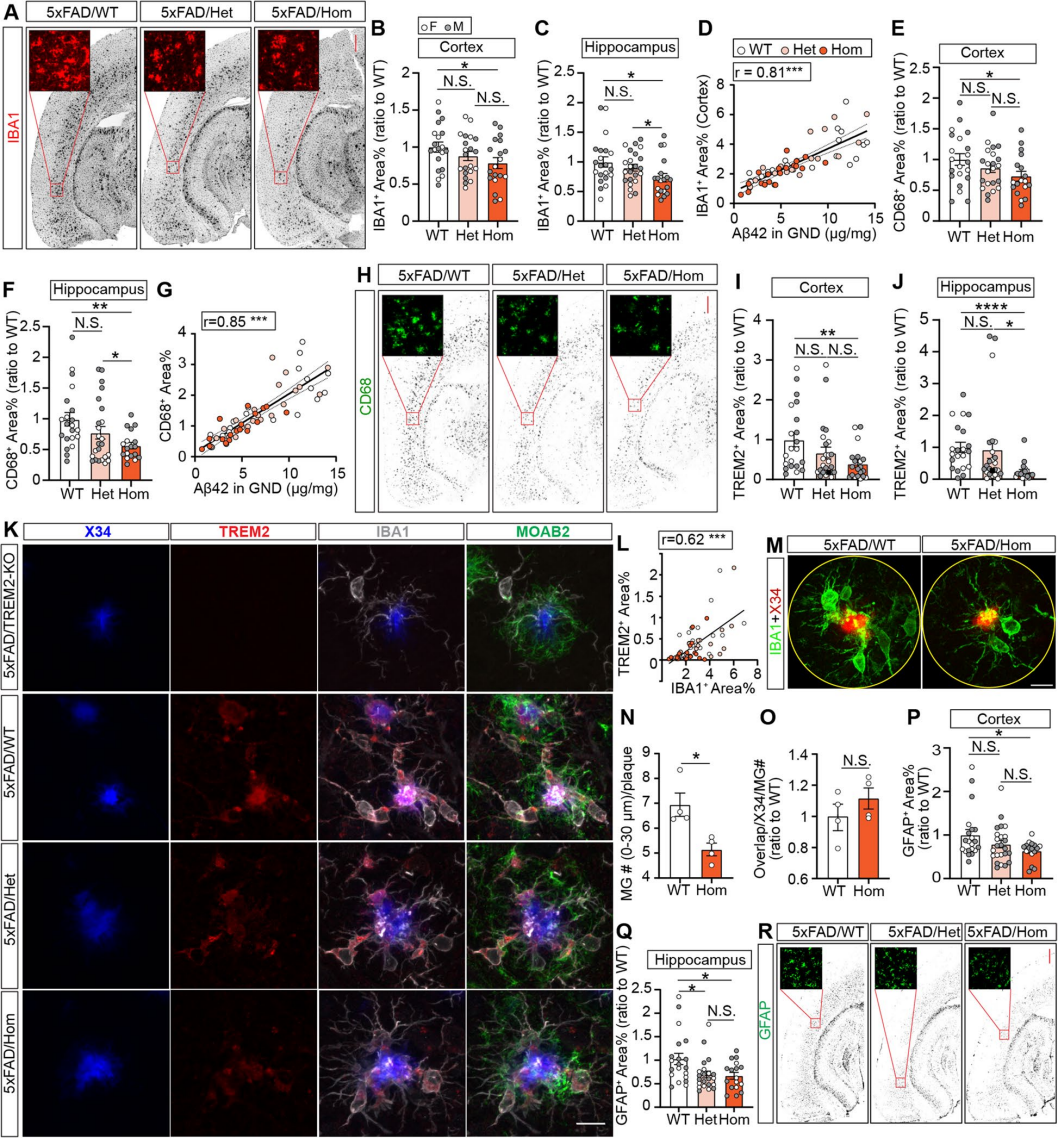
*Trem2* H157Y reduces glial responses in 5xFAD mice at 8.5 months of age. ***A***. Representative images of IBA1 immunostaining are shown for each genotype. Scale, 400 µm. ***B-C***. Cortical (***B***) and hippocampal (***C***) IBA1^+^ area percentages were quantified and normalized to WT. ***D***. The correlation between IBA1^+^ area percentages and Aβ42 in GND lysates is shown with correlation coefficient (r) and significance symbols. ***E–F***. Cortical (***E***) and hippocampal (***F***) CD68^+^ area percentages were quantified for each genotype. ***G***. Correlation between CD68^+^ area percentages and Aβ42 in GND lysates are shown with correlation coefficient (r) and significance symbols. ***H***. Representative images of CD68 immunostaining are shown for each genotype. Scale, 400 µm. ***I-J***. Cortical (***I***) and hippocampal (***J***) TREM2^+^ area coverages were quantified and normalized to WT mice. ***K***, Representative confocal images of X34, TREM2, IBA1 and MOAB2 co-staining are shown for each genotype. Scale, 10 µm. ***L***. The correlation between TREM2^+^ and IBA1^+^ area percentages is shown with correlation coefficient (r) and significance symbols. ***M***. Representative confocal images of IBA1 and X34 co-staining are shown for each genotype. Scale, 10 µm. ***N***. Microglial numbers surrounding X34 signal were counted and quantified within a radius of 30 µm for each genotype. ***O***. Plaque (X34) area coverages by microglia (MG) (IBA1) were quantified, ratioed to microglia number and normalized to WT within a radius of 30 µm for each genotype. ***N–O***. N = 4 mice per genotype at 8.5 months of age. Data are presented as Mean ± SEM. Unpaired t-tests were used. ***P-Q***. Cortical (***P***) and hippocampal (***Q***) GFAP^+^ area percentages were quantified and normalized to WT mice. ***R***. Representative images of GFAP immunostaining are shown for each genotype at 8.5 months of age. Scale, 400 µm. ***A-L, P-R***. *N* = 19–24 mice per genotype at 8.5 months of age, mixed sex. Data are presented as Mean ± SEM. Kruskal–Wallis tests with uncorrected Dun’s multiple comparisons were used in ***B, C, E***, ***F***,*** I***,*** J***, ***P*** and*** Q***. N.S., not significant. *p < 0.05. **p < 0.01. ***p < 0.001. ****p < 0.0001

Plaque-associated microglia have been identified as a critical pathological event in response to amyloid [2]. We therefore quantified the number of microglia associated with amyloid plaques (Fig. 4M and N) in WT and Hom mice but not in Het mice given that they did not show significant changes in the amyloid load and microgliosis compared to WT and Hom mice. A decrease of microglia number per plaque was found in a plaque-centered radius of 30 µm in Hom mice compared to WT mice (Fig. 4N). However, there were no significant differences between genotypes in the plaque area coverage by IBA1^+^ signals after a normalization of the coverage to the microglia number (Fig. 4O) suggesting the decreased number of microglia surrounding plaques is a result of the general microgliosis reduction in Hom mice.

We also stained GFAP (Fig. 4R) to assess the astrogliosis and observed reduced GFAP^+^ areas in the cortex (Fig. 4P) and hippocampus (Fig. 4Q) of Hom mice compared to WT mice. Hippocampal GFAP^+^ areas were also significantly reduced in Het mice compared to WT mice (Fig. 4Q). Collectively, we found *Trem2* H157Y reduced gliosis at the late stage of amyloid development.

### *Trem2* H157Y reduces amyloid pathology and gliosis in mice of a different founder line at the late stage of amyloid development

We further examined the effects of Trem2 H157Y on the amyloid pathologies in *Trem2* H157Y knock-in mice of a second founder line (founder 2). Through measuring Aβ40 and Aβ42 by ELISA in different cortical lysates (Fig. 5A-B, Fig. S7A-D), Aβ42 oligomers in the TBS and TBSX lysates (Fig. 5C-D), as well as Aβ immunostaining (Fig. 5E-K), we observed significant reductions in the GND-Aβ40 and -Aβ42, TBS-Aβ40 and -Aβ42 (Fig. 5A-B, Fig. S7A-B), TBSX-Aβ42 oligomer (Fig. 5D), and Aβ plaque areas (Fig. 5F-I) in Hom mice compared to WT mice, while the fibrillar Aβ load was unaltered by *Trem2* H157Y through the analysis of X34 staining (Fig. S8E-K). Through LAMP1 (Fig. 5L-N) and C-terminal APP (Fig. S7L-N) staining, we observed significant or trending reductions of dystrophic neurites in the cortex and hippocampus in Hom mice compared to WT mice.

**Fig. 5:**
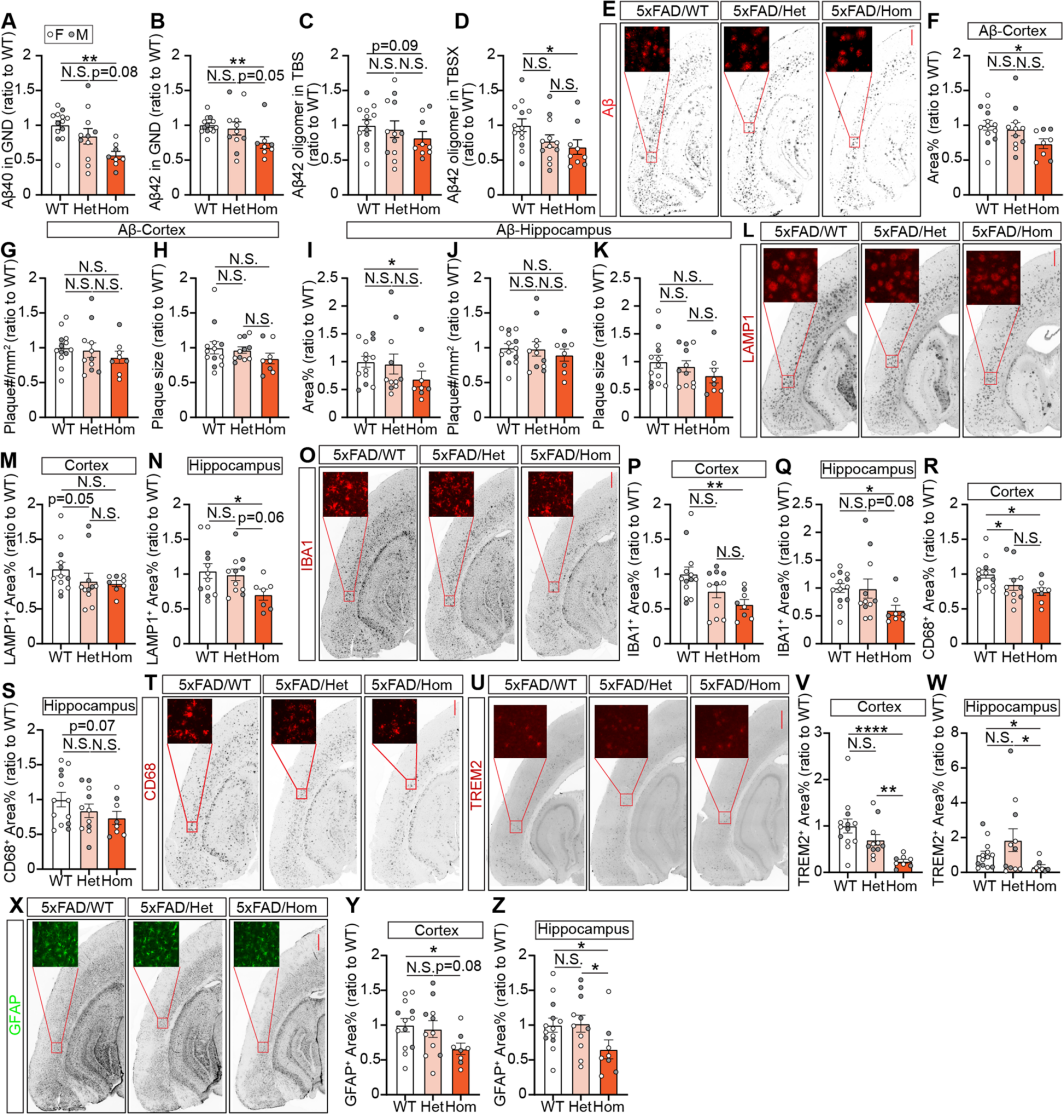
*Trem2* H157Y reduces amyloid pathologies in Founder 2-linage mice at 8.5 months of age. *A-B*. Aβ40 (***A***) and Aβ42 (***B***) were quantified by ELISA and normalized to WT mice in cortical guanidine lysates (GND) for each genotype. ***C-D***. Aβ42 oligomers were quantified by ELISA and normalized to WT mice in cortical TBS (***C***) and TBSX (***D***) lysates. ***E***. Representative images of amyloid staining are shown for each genotype. Scale, 400 µm. ***F-K***. Cortical (***F–H***) and hippocampal (***I-K***) amyloid plaque area percentages (***F, I***), densities (***G, J***) and sizes (***H, K***) are quantified and normalized to WT mice for each genotype. ***L***. Representative images of dystrophic neurite staining (LAMP1^+^) are shown for each genotype. Scale, 400 µm. ***M–N***. Cortical (***M***) and Hippocampal (***N***) LAMP1^+^ area percentages were quantified and normalized to WT mice for each genotype. ***O***. Representative images of IBA1 immunostaining are shown for each genotype. Scale, 400 µm. ***P-Q***. Cortical (***P***) and hippocampal (***Q***) IBA1 + area percentages were quantified for each genotype. ***R-S***. Cortical (***R***) and hippocampal (***S***) CD68^+^ area percentages were quantified and normalized to WT mice for each genotype. ***T***. Representative images of CD68 immunostaining are shown for each genotype. Scale, 400 µm. ***U***. Representative images of TREM2 immunostaining are shown for each genotype. Scale, 400 µm. ***V-W***. Cortical (***V***) and hippocampal (***W***) CD68^+^ area percentages were quantified and normalized to WT mice for each genotype. ***X***. Representative images of GFAP immunostaining are shown for each genotype. Scale, 400 µm. ***Y–Z***. Cortical (***Y***) and hippocampal (***Z***) GFAP^+^ area percentages were quantified and normalized to WT for each genotype. ***A-Z***. N = 8–13 mice per genotype, at 8.5 months of age, mixed sex. Data are presented as Mean ± SEM. Kruskal–Wallis tests with uncorrected Dun’s multiple comparisons were used. N.S., not significant. * *p* < 0.05. **p < 0.01. ****p < 0.0001

Moreover, through IBA1(Fig. 5O), CD68 (Fig. 5T), TREM2 (Fig. 5U) staining, we observed significant or trending reductions of IBA1^+^ (Fig. 5P-Q), CD68^+^ (Fig. 5R-S), TREM2^+^ (Fig. 5V-W) areas in the cortex and hippocampus of Hom mice compared to WT mice. Through GFAP immunostaining (Fig. 5X), we observed significant reductions of GFAP^+^ areas in the cortex (Fig. 5Y) and hippocampus (Fig. 5Z) of Hom mice compared to WT mice.

Taken together, amyloid pathological analysis in founder 2-linage mice showed consistent results with those from founder 1-linage mice that *Trem2* H157Y reduces amyloid burden, dystrophic neurites, and gliosis at 8.5 months of age.

### *Trem2* H157Y facilitates TREM2 shedding and reduces TREM2 signaling in 5xFAD mice

We then set out to evaluate the TREM2 proteolytic processing affected by *Trem2* H157Y in 5xFAD mice at 8.5 months of age. Through Western blotting, we detected TREM2 in TBS and TBSX lysates using an N-terminal TREM2 antibody (5F4) (Fig. 6A). Significant reductions of sTREM2 in TBS lysates (Fig. 6B) and membrane-associated TREM2 in TBSX lysates (Fig. 6C) were observed in Hom mice compared to WT and Het mice while there were no significant differences between WT and Het mice. These results are consistent with the significant reductions of TREM2^+^ areas in Hom mice compared to WT mice found through TREM2 immunostaining (Fig. 4I-K, Fig. 5V-W).

**Fig. 6:**
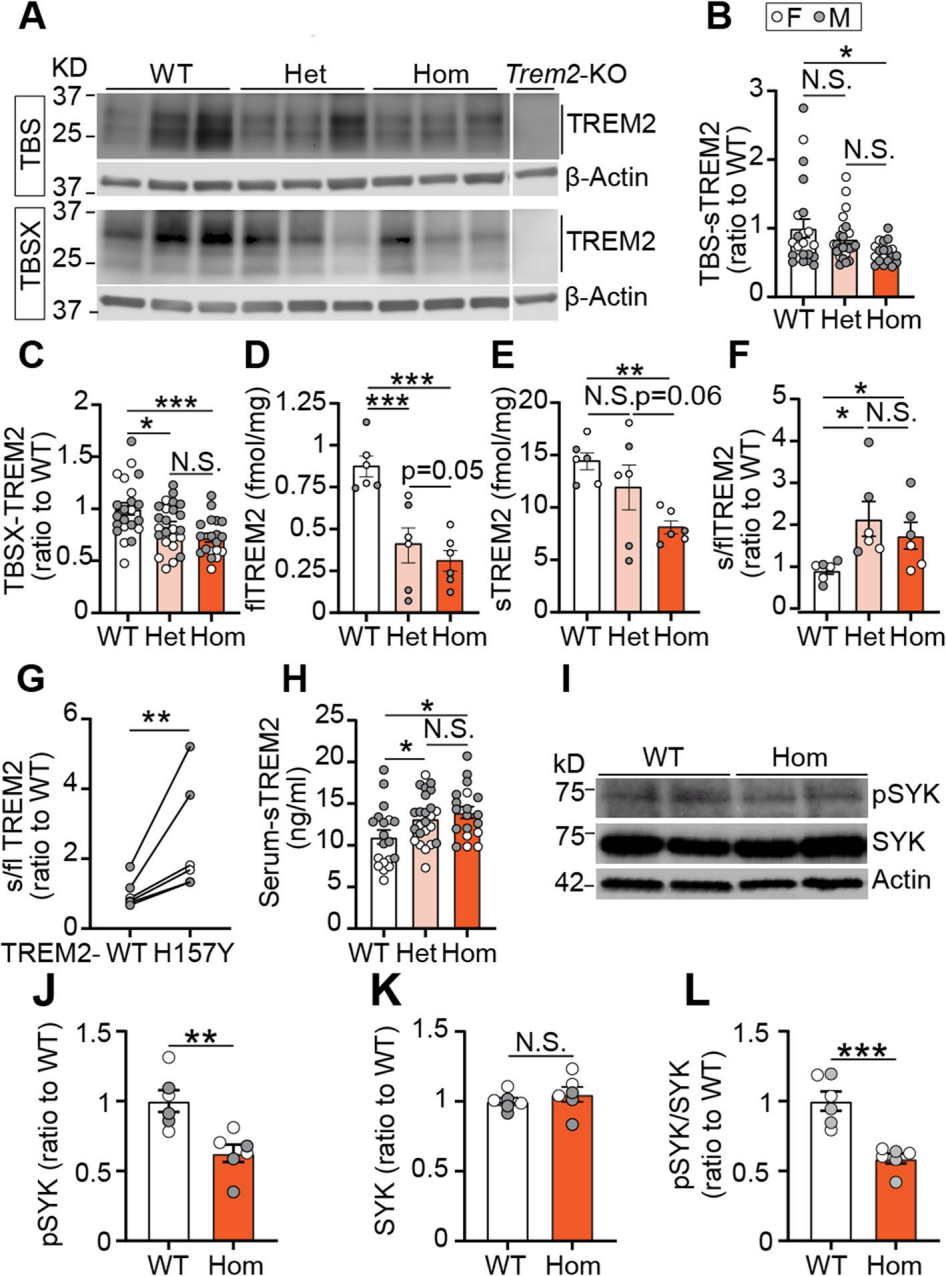
*Trem2* H157Y increases TREM2 shedding in 5xFAD mice. **A**. TREM2 in TBS and TBSX lysates from our mouse models and Trem2-KO mouse were detected using an N-terminal antibody (5F4) through Western blotting. ***B-C.*** TREM2 levels in TBS (**B**) and TBSX (**C**) were quantified and normalized to WT for each genotype. Bands indicated below 37kD were quantified. ***D***. Full-length TREM2 levels were measured in the brain tissues from mice of each genotype. ***E***. Soluble TREM2 levels were measured in the brain tissues from mice of each genotype.*** F***. Ratios of soluble versus full-length (s/fl) TREM2 amount were calculated and normalized to WT mice. ***G***. Ratios of s/fl TREM2 amount were calculated for TREM2-WT and TREM2-H157Y and normalized to TREM2-WT in Het mice. ***D-G***, N = 3 mice/sex/ genotype at 8.5 months of age, mixed sex. Data are presented as Mean ± SEM. One-way ANOVA with multiple comparisons was used in ***D-F*** with Welch's correction. Wilcoxon matched-pairs signed rank test was applied to ***G***. ***H***. Serum TREM2 was examined by ELISA for each genotype. ***I.*** SYK, pSYK and actin were detected in the RIPA lysates of isolated microglia from WT and Hom mice. ***J-K.*** pSYK (***J***) and SYK (**K**) were quantified and normalized to WT. ***L.*** Ratios of pSYK/SYK were calculated and normalized to the WT mice. ***A-C, H***. *N* = 19–24 mice per genotype at 8.5 months of age, mixed sex. Kruskal–Wallis tests with uncorrected Dun’s multiple comparisons were used. ***I-L.****N* = 3 mice/sex/genotype at 8.5 months of age. Unpaired t-tests were used. Data are presented as Mean ± SEM. N.S., not significant. * *p* < 0.05. **p < 0.01. ***p < 0.001

Furthermore, we developed a workflow to enrich TREM2 and measure flTREM2 and sTREM2 (Fig. S8A). Briefly, TREM2 was immunoprecipitated from brain tissue of each genotype with a biotinylated N-terminal TREM2 antibody (R&D, BAF1729) (Fig S8B). After TREM2 immunoprecipitation, the eluate was subjected to targeted mass spectrometry to detect TREM2 after spiking in four peptides (Fig. S8C) derived from flTREM2-WT (Fig. S8D), sTREM2-WT (Fig. S8E), flTREM2-H157Y (Fig. S8F), and sTREM2-H157Y (Fig. S8G), respectively. These peptides permitted quantitation of the four TREM2 types in brain tissues from mice of each genotype (Fig. S8H-K). Further quantification of total amount of flTREM2 demonstrated a significant reduction in Hom and Het mice compared to WT mice (Fig. 6D). Hom mice also showed a trending decrease compared to Het mice (Hom vs. Het, *p* = 0.05) (Fig. 6D). Total sTREM2 levels in Hom mice showed a significant decrease compared to WT mice and a trending decrease compared to Het mice (Hom vs Het, *p* = 0.06) (Fig. 6E). There were no significant differences in the total sTREM2 between Het and WT mice (Fig. 6E). We then observed higher s/fl ratios of TREM2 in Hom and Het mice compared to WT mice (Fig. 6F). No significant differences of s/fl ratios were found between Hom and Het mice. Moreover, in Het mice, TREM2-H157Y showed higher s/fl ratios compared to TREM2-WT (Fig. 6G). Additionally, we measured serum sTREM2 and found an increase in Hom mice compared to WT mice in the presence of brain Aβ, an effect that was independent of brain TREM2 (Fig. 6H).

Similarly, we isolated microglia from WT and Hom mice with amyloid pathology at 8.5 months of age and examined the TREM2 signaling through the detection of pSYK and SYK (Fig. 6I). We observed significant reductions of pSYK levels (Fig. 6J) and pSYK/SYK ratios (Fig. 6L) in the Hom mice compared with the WT mice while there was no difference in the total SYK levels (Fig. 6K), indicating that *Trem2* H157Y suppressed TREM2 signaling in the presence of Aβ.

These results collectively indicate that *Trem2* H157Y facilitates TREM2 shedding, and reduces TREM2 signaling in the brains of 5xFAD mice.

### *Trem2* H157Y downregulates genes related to neuroinflammation in 5xFAD mice

To understand how Trem2 H157Y affects brain transcriptional profiles, we conducted bulk RNA sequencing with brain RNA samples from the non-amyloid-bearing mice at 6 months of age and amyloid-bearing mice at 8.5 months of age.

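RNA was extracted from pulverized cortex, and polyadenylated RNA from 40 mice was sequenced. The amyloid cohort carried the 5xFAD transgenes, which drive amyloid deposition, and was collected at 8.5 months. The non-amyloid cohort lacked these transgenes and was collected at 6 months, so that age and transgenes differ together between the cohorts. Each cohort held 10 WT and 10 Hom mice, with 5 females and 5 males per group. Het mice were not analysed here. The paper left out 1 amyloid Hom female, which leaves 9 mice in that group, while all 10 were used here. The authors aligned the reads to mm10 with TopHat and Bowtie in the MAP-RSeq pipeline, examined quality with RSeQC and counted reads on genes with featureCounts. The deposited values are these counts, without normalization.

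The paper gives 75 M fragment reads per sample. The values reported here use the counts assigned to genes, whose median over the 40 libraries was 77193387. Amyloid WT libraries held 62272158 to 105903846 counts (median 78134526) and amyloid Hom libraries 41646271 to 95364171 (median 70298502). Non-amyloid WT libraries held 63206723 to 96535733 counts (median 73990977) and non-amyloid Hom libraries 62292528 to 101025084 (median 83819286). All 180 pairs of libraries within a group differed by more than the sampling noise (chi-square per degree of freedom of at least 13.7, median 49.1), and each library was counted as 1 mouse.

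Genes with at least 10 counts in at least 4 of the 40 libraries were tested, which kept 21253 of the 43346 genes listed. Counts were normalized by the TMM method, and Hom mice were compared to WT mice within each cohort by edgeR's quasi-likelihood test without covariates. A gene was called a DEG at a Benjamini-Hochberg adjusted p under 0.05 and an absolute log2 fold change over 0.25, the thresholds in the paper's methods. Expression is given as TMM-normalized CPM, mean ± SD over the 10 mice of a group, and a negative fold change means lower expression in Hom mice. Gene positions are those of GENCODE vM21 on mm10. The paper's methods name no covariate for this test. The statistical tool, a covariate for sex, the number of libraries fitted together and the leaving out of single mice moved the number of amyloid DEGs most.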

While there were only three differentially expressed gens (DEGs) identified in the non-amyloid cohort in the comparison of Hom vs. WT mice (Fig. S9A), 183 DEGs emerged responding to amyloid pathology, including 177 downregulated genes and 6 upregulated genes (Fig. 7A). 

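With all 10 Hom mice, 16 genes were called in the amyloid cohort, 11 lower and 5 higher in Hom mice. At an unadjusted p under 0.05 there were 2056 genes, where 1063 would be expected by chance. Of 100 groupings of the amyloid mice, the real one included, 12 gave at least as many, so this count does not set genotype apart from chance. At an adjusted p under 0.1 there were 264 genes, of which 207 were lower, and without Hom replicate 19 there were 97. In the non-amyloid cohort 7 genes were called, 6 lower and 1 higher, with 980 genes at an unadjusted p under 0.05. The difference between the cohorts was tested as the interaction of genotype and cohort over the 40 libraries. It called 0 genes (12 with sex as a covariate) and gave 2189 at an unadjusted p under 0.05. Of 60 random groupings, the real one included, 9 gave at least 2189. A single fit of all 40 libraries moved the number of amyloid DEGs most, to 612. With sex as a covariate there were 251, of which 243 were lower and 8 higher, and all 16 genes were among them. The number rose to 204 without WT replicate 13 and fell to 6 without WT replicate 12, WT replicate 36 or Hom replicate 39.

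With all 10 Hom mice, the lowest adjusted p in the amyloid cohort was that of *Pot1b* (ENSMUSG00000024174, chromosome 17 from 55652025 to 55712628, with its start 7306 kb from that of *Trem2*). Its expression was 5.67 ± 0.685 CPM in Hom mice and 9.57 ± 1.73 in WT mice, and every Hom mouse lay below every WT mouse (log2 fold change −0.76, standard error 0.10, adjusted p = 0.00143, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Among non-amyloid mice it was 5.53 ± 0.817 and 8.88 ± 1.52 CPM (log2 fold change −0.68, standard error 0.10, adjusted p = 0.00240, same test). *Treml1* (ENSMUSG00000023993, chromosome 17 from 48359916 to 48367174) starts 14 kb from the start of *Trem2*. *Treml1* rose from 0.0860 ± 0.0394 to 0.308 ± 0.0897 CPM in the amyloid cohort, with 9 of 10 Hom mice above every WT mouse (log2 fold change 1.82, standard error 0.25, adjusted p = 0.00245 by the same edgeR test). *Treml2*, on the other side of *Trem2* from 48300038 to 48312534, fell from 3.03 ± 1.55 to 0.754 ± 0.383 CPM (log2 fold change −2.0, standard error 0.30, adjusted p = 0.00586). *Plcl2* (chromosome 17 from 50509547 to 50688493) was higher by a log2 fold change of 0.28 (standard error 0.05, adjusted p = 0.0402) in the amyloid cohort and by 0.30 (standard error 0.06, adjusted p = 0.126) in the non-amyloid cohort, both by the same edgeR test. The amyloid call of *Plcl2* was lost in 10 of the 20 fits that each left out 1 mouse. *Sult6b1* (chromosome 17 from 78883938 to 78906992) rose from 0.0719 ± 0.0524 to 0.291 ± 0.118 CPM in the amyloid cohort (log2 fold change 2.00, adjusted p = 0.0231), and that call was lost without WT replicate 12, 26 or 36 or without Hom replicate 39. Both *Treml1* and *Sult6b1* had few counts per library in WT mice, so the sizes of their fold changes are uncertain.

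The other 2 genes called higher in the amyloid cohort were processed pseudogenes that resemble genes of chromosome 17. *Gm6368* on chromosome X (141980175 to 141982321), 91.0% identical to *Hsp90ab1*, had a log2 fold change of 2.28 (standard error 0.32, adjusted p = 0.00245, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). *Gm6969* on chromosome 12 (24638669 to 24639010), 98.0% identical to *Cox7a2l*, had a log2 fold change of 2.37 (standard error 0.41, adjusted p = 0.0249, same test), and its call was lost in 8 of the 20 fits without 1 mouse. Reads of the parent genes can be counted on such pseudogenes, so their values are uncertain. The genes called in both cohorts were 4, *Pot1b*, *Treml2*, ENSMUSG00000103378 and *Gm6368*. ENSMUSG00000103378 (chromosome 17 from 51859167 to 51863217) had a log2 fold change of −1.87 (standard error 0.30, adjusted p = 0.00929, same edgeR test) in the amyloid cohort. Hom replicate 19 stood at 4.41 CPM for this gene and the next Hom mouse at 1.30. Without replicate 19 its log2 fold change was −2.31 (adjusted p = 1.1e-07, same edgeR test), the lowest adjusted p of that fit. Chromosome 17, which carries *Trem2*, held 985 of the tested genes, 8 of the 16 amyloid DEGs and 5 of the 7 non-amyloid DEGs. With sex as a covariate it held 28 of the 251 amyloid DEGs, a smaller share.

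**Figure D3:**
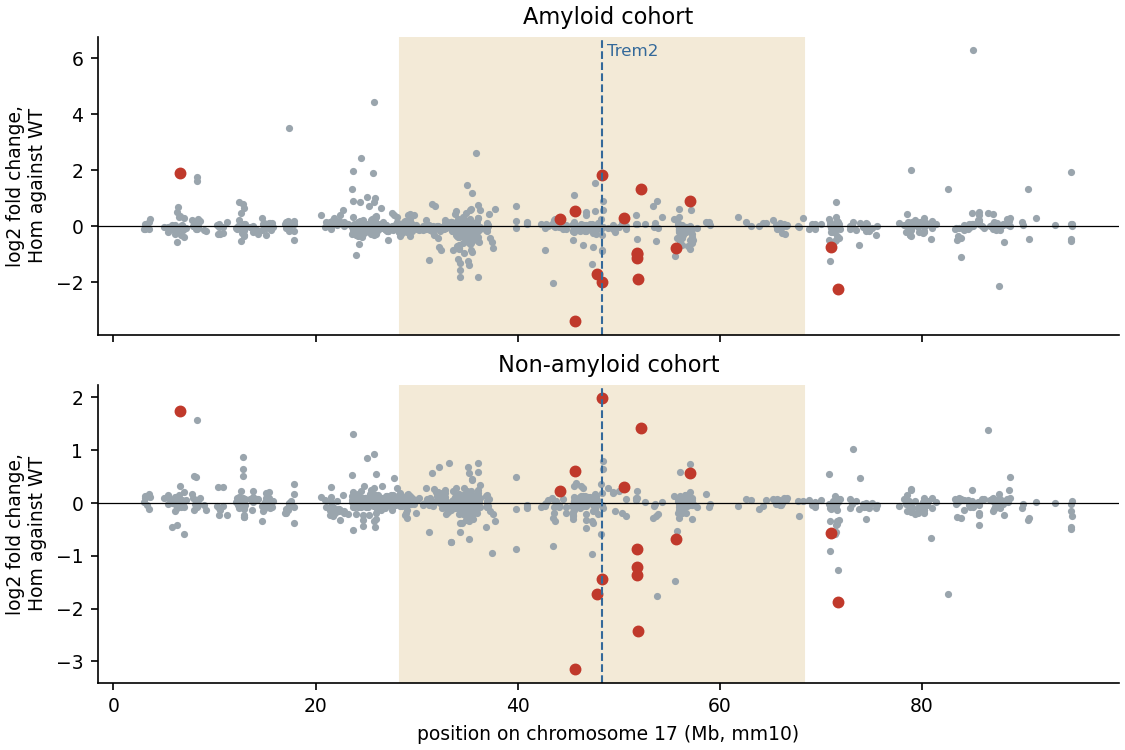
Log2 fold change between Hom and WT mice of each tested gene along chromosome 17 (Mb, mm10) in the amyloid cohort (upper panel) and the non-amyloid cohort (lower panel). The dashed line marks *Trem2*, the shaded band spans 20 Mb on either side, and red points are the 17 genes with an unadjusted p under 0.01 and the same direction in both cohorts, of which 14 lie inside the band.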

Through hierarchical clustering, we visualized the clear separation of the DEG expression profiles in Hom and WT mice (Fig. 7B). Both disease-associated-microglia (DAM) genes (*Trem2, Tyrobp, Itgax, Cd63, Cst7, Ccl6, Ctsd, Gpnmb, lyz2*, etc.) and microglial homeostatic genes (*Cx3cr1, Tmem119, P2ry12, P2ry13, Hexb, Gpr183*, etc.) [59, 60] were found downregulated in Hom mice compared to WT mice. We validated the changes of the representative genes (*Trem2*, *Tyrobp*, *Tmem119*, *Cx3cr1*, *Cd68*, *C1qa*) in Hom mice compared to WT mice by qPCR (Fig. S9C-G). The downregulation of *Trem2* and *Cd68* was in line with the prior immunostaining results that showed significant reductions of TREM2^+^ (Fig. 4I-K, Fig. 5U-W) and CD68^+^ (Fig. 4E-H, Fig. 5 R-T) areas in the cortex and hippocampus of Hom mice compared to WT mice. On the other hand, several astrocyte abundant genes were also downregulated including *Gfap*, *Serpina3i*, and *Serpina3n* in Hom mice (Fig. 7A-B), which was in line with the significant reductions of GFAP^+^ (Fig. 4P-R, Fig. 5X-Z) areas in the cortex of Hom mice compared to WT mice. 

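All 9 DAM genes named in the text were lower in amyloid Hom mice, with a median log2 fold change of −0.88 (range −1.61 to −0.48). Over all genes tested 1 of them, *Gpnmb*, had an adjusted p under 0.05, and adjusted over the list alone all 9 did. The study chose the list on these samples, so the count over the list alone is not independent evidence. When sex was a covariate all 9 passed over all genes. The list as a set was lower by limma's camera test with a preset correlation of 0.01 between genes (p = 2.6e-28), and the call held with the correlation estimated from the data (p = 6.0e-04) and by fry (p = 3.7e-04). The estimated correlation was 0.832 here and 0.592 for the homeostatic genes below, so p values at the preset 0.01 are far too small. The 6 homeostatic genes were also all lower, with a median of −0.52 (range −0.66 to −0.22). None of these 6 passed over all genes, 5 had an unadjusted p under 0.05, and 5 passed when adjusted over the list alone (camera p = 9.0e-12, with estimated correlation p = 0.00247, fry p = 9.6e-04). In the non-amyloid cohort the DAM genes had a median log2 fold change of −0.08 (range −0.42 to −0.01, all 9 lower, camera p = 0.00934, with estimated correlation p = 0.0662, fry p = 0.0568) and the homeostatic genes of −0.08 (4 of 6 lower, camera p = 0.222, with estimated correlation p = 0.419, fry p = 0.380). The interaction of genotype and cohort passed for 8 of the 9 DAM genes when adjusted over the list alone, for 0 over all genes, and over all genes with sex as a covariate for 1, *Ctsd*. The median log2 difference was −0.80.

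*Trem2* was 33.9 ± 10.3 CPM in amyloid Hom mice and 62.2 ± 24.4 in WT mice, and 5 of the 10 Hom mice lay below every WT mouse (log2 fold change −0.87, standard error 0.21, adjusted p = 0.0763, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Its adjusted p was 0.00923 with sex as a covariate and ranged from 0.00199 to 0.214 over the alternatives. Without WT replicate 13 it was 0.0250. In the 5 Hom females *Trem2* stood at 46.6 CPM in replicate 3, 39.9 in replicate 16, 39.0 in replicate 19, 27.3 in replicate 33 and 49.1 in replicate 34. In the 5 Hom males it stood at 25.7 in replicate 10, 38.9 in replicate 25, 25.5 in replicate 30, 29.8 in replicate 39 and 17.3 in replicate 40. *Gpnmb* (chromosome 6 from 49036518 to 49058182) fell from 21.0 ± 13.3 to 6.90 ± 2.06 CPM (log2 fold change −1.61, standard error 0.29, adjusted p = 0.0330 by the same edgeR test), a call that was lost in 10 of the 20 fits without 1 mouse. *Cd68* fell from 40.8 ± 13.5 to 22.8 ± 7.06 CPM (log2 fold change −0.84, standard error 0.19, adjusted p = 0.0633, same test), and it was called without Hom replicate 3, WT replicate 13 or WT replicate 22. Among the homeostatic genes, *Tmem119* (chromosome 5 from 113793729 to 113800516) fell from 21.5 ± 7.04 to 13.6 ± 2.37 CPM (log2 fold change −0.66, standard error 0.15, adjusted p = 0.0681, same edgeR test), and it was called without WT replicate 13. *P2ry12* differed by less than the spread between mice, with 60.1 ± 11.6 CPM in Hom mice and 70.1 ± 14.3 in WT mice (log2 fold change −0.22, standard error 0.12, adjusted p = 0.573 by the same test).

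**Figure D4:**
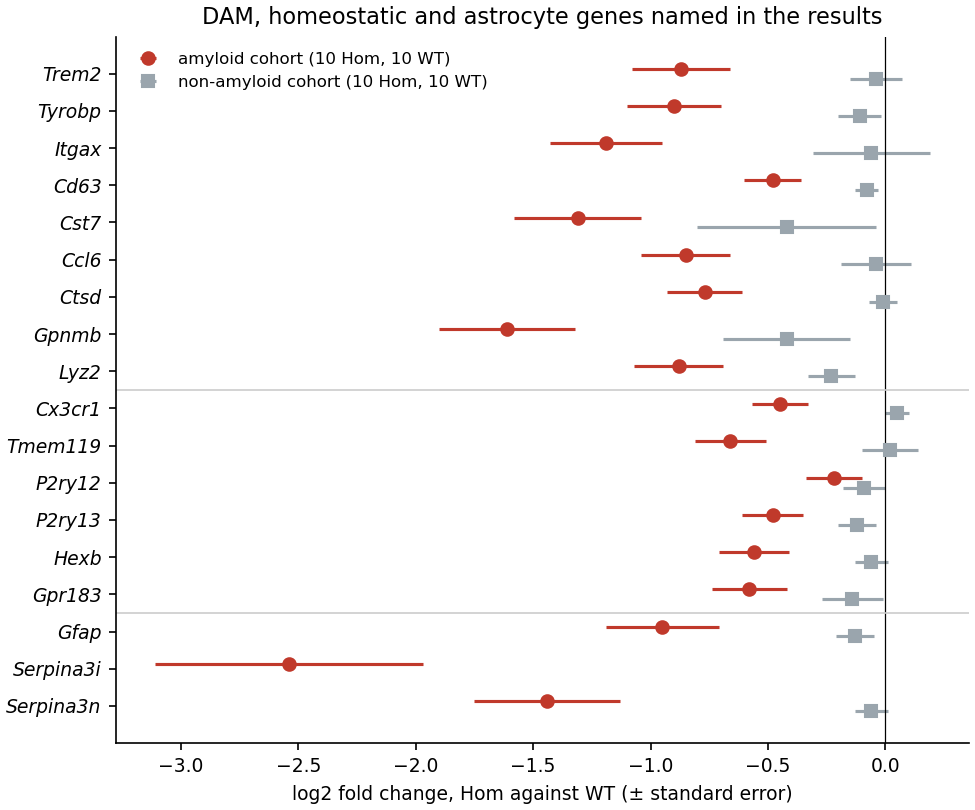
Log2 fold change between Hom and WT mice (horizontal axis, bars are ± 1 standard error) of the DAM, homeostatic and astrocyte genes named in the text, in the amyloid cohort (red) and the non-amyloid cohort (gray), 10 mice per group. All red points lie below 0. The non-amyloid value of *Serpina3i* is not drawn because its counts were too few for a fold change.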

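The 3 astrocyte genes were lower in amyloid Hom mice, with a median log2 fold change of −1.44. None passed over all genes tested, while all 3 had an unadjusted p under 0.05 and passed when adjusted over the list alone. *Gfap* (chromosome 11 from 102887336 to 102900912) was 426 ± 134 CPM in Hom mice and 823 ± 404 in WT mice, with 5 of 10 Hom mice below every WT mouse (log2 fold change −0.95, standard error 0.24, adjusted p = 0.0830, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Among non-amyloid mice it was 83.6 ± 12.5 and 91.8 ± 8.50 CPM (log2 fold change −0.13, adjusted p = 0.965, same test). *Serpina3n* (chromosome 12 from 104406729 to 104414329) was 39.4 ± 11.7 CPM in amyloid Hom mice and 107 ± 81.4 in WT mice (log2 fold change −1.44, standard error 0.31, adjusted p = 0.0554 by the same edgeR test). WT replicate 12 had the highest value of *Serpina3n*, 308 CPM, and without that mouse the log2 fold change was −1.10. *Serpina3i* (chromosome 12 from 104263122 to 104269372) was expressed at 0.0478 ± 0.0393 CPM in Hom mice and 0.290 ± 0.273 in WT mice (log2 fold change −2.54, standard error 0.57, adjusted p = 0.0611, same test). At this level a Hom library held only a few counts of *Serpina3i*, so the size of its fall is uncertain. *Serpina3n* and *Serpina3i* were each called without Hom replicate 3 or WT replicate 9, 13 or 22, and *Gfap* without WT replicate 13. With sex as a covariate the adjusted p was 0.00904 for *Gfap*, 0.00810 for *Serpina3n* and 0.0154 for *Serpina3i*. Over the alternatives it ranged from 0.00199 to 0.284 for *Gfap*, from 5.1e-04 to 0.181 for *Serpina3n* and from 0.00178 to 0.222 for *Serpina3i*.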

Further, the neuroinflammation pathway was shown to be the top DEG-related pathway (Fig. 7C), coinciding with the reduced microglia and astrocyte gliosis in *Trem2* H157Y Hom mice.

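The pathway analysis itself was not repeated. Of the 30 DEGs that Fig. 7B marks as members of the top pathways, 29 were lower in amyloid Hom mice and *Plcl2* was higher, with a median log2 fold change of −0.70 (range −2.0 to 0.28). Over all genes tested 4 of them were called, *Csf2rb2*, *Treml2*, *Tgfbr2* and *Plcl2*, and adjusted over the list alone all 30 passed, although the study chose the list on these samples. When sex was a covariate 29 of the 30 passed over all genes, and *Tlr6* did not. The set was lower by the camera test (p = 1.8e-53), with the estimated correlation (p = 0.00119) and by fry (p = 4.0e-04). That correlation was 0.684, which makes the first p far too small. *Csf2rb2* was 1.07 ± 0.154 CPM in Hom mice and 1.98 ± 0.498 in WT mice (log2 fold change −0.89, standard error 0.14, adjusted p = 0.00771, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and no fit without 1 mouse lost this call. *Tgfbr2* fell from 39.8 ± 8.65 to 27.4 ± 3.18 CPM (log2 fold change −0.54, standard error 0.10, adjusted p = 0.0487, same test). Its call was lost in 14 of the 20 fits without 1 mouse. The same 30 genes had a median log2 fold change of −0.04 in the non-amyloid cohort (camera p = 0.0207, with the estimated correlation p = 0.222, fry p = 0.179).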

**Fig. 7:**
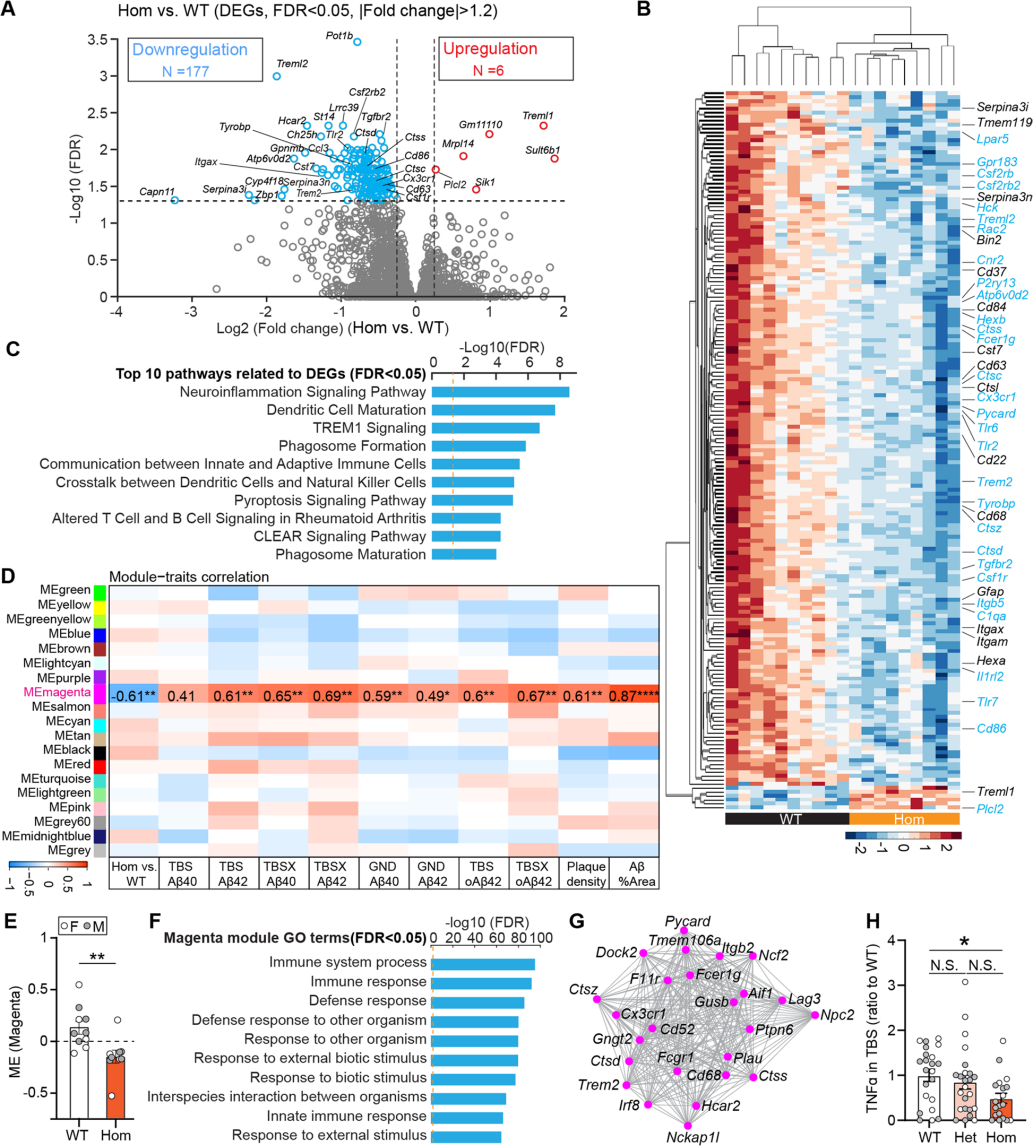
*Trem2* H157Y downregulates genes related to neuroinflammation pathway in 5xFAD mice. Cortical bulk RNA sequencing was conducted with mice at 8.5 months of age (4–5 mice/sex/genotype). ***A***. In the comparison of Hom and WT mice, upregulated or downregulated differentially expressed genes (DEG, Hom vs. WT, |Fold change|> 1.2; FDR< 0.05) were identified and indicated in red or blue in the volcano plot. ***B***. Hierarchical clustering for DEG expression (Hom vs WT) is shown across each sample. DEGs involved in the top 10 pathways (***C***) are shown in blue. ***C***. Top 10 DEG related pathways were identified through Ingenuity Pathway Analysis (IPA). Red dashed line indicates the FDR threshold, 0.05. ***D***. Weighted gene co-expression network analysis (WGCNA) identified a unique magenta module which is downregulated in Hom and correlated with amyloid pathological readouts. ***E***. Magenta module eigengenes (ME) were compared between WT and Hom mice. Data are presented as Mean ± SEM. Wilcoxon rank sum test was used. ***F***. Top 10 gene ontology (GO) terms (FDR < 0.05) are shown for the magenta module. ***G***. Network plot of genes involved in the top 10 GO terms was generated through Cytoscape. ***H***. TNF-α in the TBS lysate was quantified and normalized to WT mice for each genotype. *N* = 19–24 mice per genotype at 8.5 months of age, mixed sex. Data are presented as Mean ± SEM. Kruskal–Wallis tests with uncorrected Dun’s multiple comparisons were used. * *p* < 0.05. **p < 0.01

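The 46 DEGs labelled in Fig. 7B were clustered over the 20 amyloid libraries (log2 CPM, each gene scaled), and the tree was divided into 2 clusters. With average linkage 3 WT mice formed a cluster of their own, and the other cluster held 7 WT and all 10 Hom mice. With complete linkage 6 WT mice stood apart from the 4 WT and 10 Hom mice of the other cluster. Ward linkage placed 9 WT and 3 Hom mice in one cluster and 1 WT and 7 Hom mice in the other. Of the 46 genes 44 were lower in Hom mice, with a median log2 fold change of −0.72, and 5 were called over all genes tested. Adjusted over the list alone all 46 passed, a count that is not independent evidence because the genes were chosen on these samples.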

We also conducted weighted gene co-expression network analysis (WGCNA) to identify gene modules associated with genotype in the non-amyloid and amyloid cohorts, respectively. Although no significant module was identified related to genotype in the non-amyloid cohort (Fig. S9B), a unique significant magenta module was discovered to be downregulated (Fig. 7D) with significantly lower module eigengenes (MEs) in the Hom mice compared to WT mice (Fig. 7E) in the amyloid cohort. 

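The module was examined through the 25 genes that Fig. 7G shows for it, since its other members were not used here. Their eigengene was the first principal component of the scaled log2 CPM values (prior count 2) within each cohort after sex was regressed out. The paper also adjusted for strand and exonic rate, which was not done here. In the amyloid cohort the component held 92.0% of the variance of the 25 genes. The eigengene was −0.18 ± 0.12 in Hom mice and 0.18 ± 0.16 in WT mice (SD, n = 10 mice each), a difference of −0.36 (p = 2.2e-05, two-sided exact Wilcoxon rank-sum test). Of the 10 Hom mice 9 lay below every WT mouse. In the non-amyloid cohort the component held 25.1% of the variance, and the eigengene did not differ between Hom mice (0.00 ± 0.20) and WT mice (0.00 ± 0.27, exact Wilcoxon p = 0.853). The alternative that moved the amyloid result most toward no effect was to leave out the adjustment for sex, with a difference of −0.31 (exact Wilcoxon p = 7.3e-04). The mean log2 CPM of the 25 genes differed by −0.70 between amyloid Hom and WT mice (two-sided permutation test with 100000 resamples, p = 1.0e-04) and by −0.04 between non-amyloid Hom and WT mice (p = 0.233). The difference between these cohort effects was −0.66 (p = 3.9e-04, genotype permuted within cohort and sex). The study picked this module for its lower eigengene in these mice, so none of these p values is independent evidence.

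**Figure D5:**
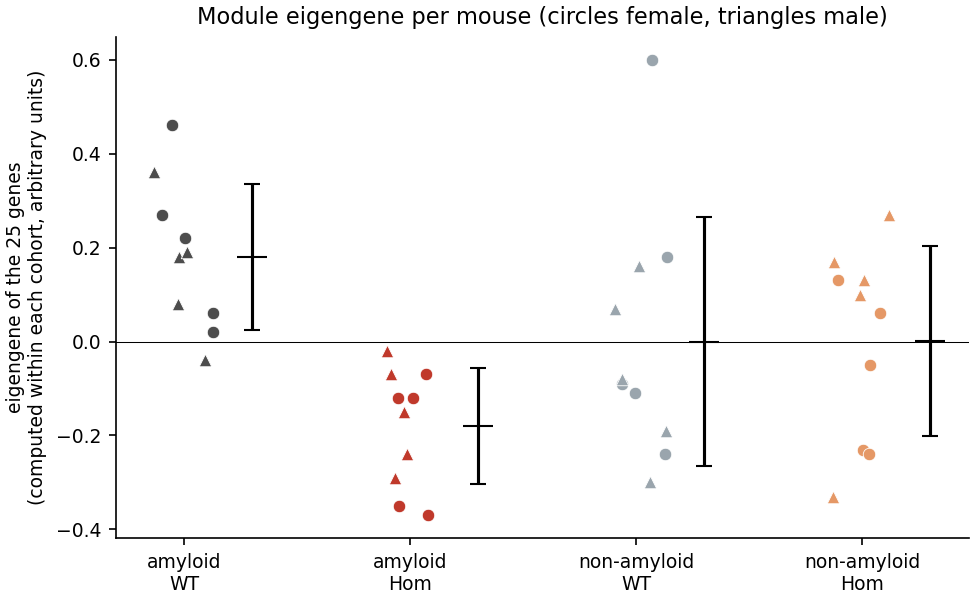
Eigengene of the 25 genes (arbitrary units, computed within each cohort) in each mouse, by group. Circles are females, triangles males, and the bars give the mean ± SD of the 10 mice of a group. Amyloid Hom mice lie below amyloid WT mice with 1 exception, and the non-amyloid groups overlap.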

Top gene ontology (GO) of this module pointed to the immune system process (Fig. 7F). Through the abundance examination with the single cell sequencing dataset (http://dropviz.org/) [61], all the 25 genes involved in the top 10 GO terms of the magenta module (Fig. 7G) were found highly expressed in microglia such as *Trem2*, *Cd68*, *Aif1*, *Ctsz*, *Ctsd*, *Cx3cr1*, *Tmem106a* and other 18 genes, suggesting the critical contribution of microglia to the transcriptional changes with the *Trem2* H157Y mutation responding to the amyloid pathology. 

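All 25 genes were lower in amyloid Hom mice, with a median log2 fold change of −0.75 (range −1.55 to −0.42). Over all genes tested 1 of them, *Ptpn6*, was called, and all 25 had an unadjusted p under 0.05. The 25 passed when adjusted over the list alone, which is not independent evidence for genes chosen on these samples, and with sex as a covariate all 25 passed over all genes. As a set they were lower by the camera test (p = 2.0e-53), with the correlation estimated from the data (p = 0.00190) and by fry (p = 9.1e-04). The estimated correlation of 0.890 makes the first of these p values far too small. *Ptpn6* (ENSMUSG00000004266, chromosome 6 from 124720707 to 124738714) fell from 12.8 ± 4.03 to 7.06 ± 1.65 CPM (log2 fold change −0.86, standard error 0.16, adjusted p = 0.0402, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Its call was lost in 13 of the 20 fits without 1 mouse. *Ctsd* (chromosome 7 from 142371148 to 142388038) was the most abundant of the 7 genes named, with 828 ± 202 CPM in Hom mice and 1411 ± 440 in WT mice (log2 fold change −0.77, standard error 0.16, adjusted p = 0.0554, same test). *Aif1* (chromosome 17 from 35170991 to 35176068) fell from 13.5 ± 4.55 to 9.37 ± 2.26 CPM (log2 fold change −0.53, standard error 0.17, adjusted p = 0.176 by the same edgeR test). In the non-amyloid cohort the 25 genes had a median log2 fold change of −0.03, and 18 of them were lower (camera p = 0.133, with the estimated correlation p = 0.481, fry p = 0.402).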

Further, a significant positive correlation was found between the ME of this immune module and the corresponding amyloid pathological readouts from the same mice (Fig. 7D), suggesting the strong links between reductions of immune responses and amyloid pathology in the Hom mice. Additionally, the magenta module was not preserved in the network built with non-amyloid dataset (Fig. S9H) indicating the specific association of this immune module with amyloid pathology. 

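Co-expression of the 25 genes was measured as the mean pairwise Pearson correlation of their log2 CPM values across the 20 mice of a cohort, after sex was regressed out. In the amyloid cohort it was 0.92 (jackknife standard error 0.02), and the 300 gene pairs ranged from 0.78 to 0.98. The module was defined by co-expression in amyloid mice of this study, so a high value follows from the choice of the genes and is not independent evidence. With genotype regressed out as well as sex it was 0.81. In the non-amyloid cohort it was 0.15 (jackknife standard error 0.09), with pairs from −0.58 to 0.79. Of 1000 random sets of 25 genes matched on mean expression 1 reached that value, at 0.20. Leaving out WT replicate 1 lowered the non-amyloid value to 0.06.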

In line with the immune process downregulation, we observed significant reductions of inflammatory cytokine, TNFα in the TBS lysates of Hom mice compared to WT mice while no significant differences between Het mice and WT or Hom mice were found (Fig. 7H).

Taken together, *Trem2* H157Y downregulated microglial genes involved in the neuroinflammation signaling pathway in Hom mice.

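The amyloid cohort held both sexes, and the mean log2 CPM of the 25 module genes differed between Hom and WT mice by −0.80 in females (two-sided exact permutation test, p = 0.00794, the smallest p that 5 mice against 5 allow) and by −0.61 in males (exact permutation p = 0.0159). These p values too are on genes the study picked for this difference in these mice. The difference between the sexes was within the spread between mice (p = 0.663, two-sided permutation test with genotype permuted within sex). Across all genes tested, the interaction of genotype and sex in the amyloid cohort passed for 0 genes, with 1124 at an unadjusted p under 0.05. Taking the results of this section together, the paper concludes that *Trem2* H157Y lowered microglial genes of the neuroinflammation pathway in Hom mice.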

## Discussion

In this study, we provided in vivo evidence that *Trem2* H157Y mutation promotes TREM2 shedding in our novel *Trem2* H157Y knock-in mouse models. Moreover, we found *Trem2* H157Y enhances synaptic plasticity, facilitates Aβ clearance, reduces amyloid burden and gliosis, and downregulates neuroinflammatory pathways.

Consistent with previous in vitro findings [23, 24], we observed significantly higher sTREM2 level in cortical TBS lysates, conditioned medium of primary microglia, and peripheral serum from mice with the *Trem2* H157Y mutation. We did not observe significant changes in the membrane associated flTREM2 levels and TREM2 signaling. Since N-terminal TREM2 ELISA does not distinguish mature and immature flTREM2, we cannot conclude that *Trem2* H157Y specifically reduces mature TREM2 in our mouse model as described in the in vitro studies [23, 24]. On the other hand, in the presence of Aβ, we observed significant reductions of sTREM2, flTREM2, cortical and hippocampal TREM2^+^ areas, as well as TREM2 signaling in Hom mice compared to WT mice at 8.5 months of age. Despite the reduction of total TREM2 levels, TREM2-H157Y displays higher s/fl ratios compared to TREM2-WT, suggesting that *Trem2* H157Y facilitates TREM2 shedding in the 5xFAD mice. In addition, similar to the non-amyloid cohort, we observed elevated serum sTREM2 in Hom mice compared to WT mice. Collectively, our in vivo studies suggest that *Trem2* H157Y promotes TREM2 shedding in the absence or presence of Aβ.

Moreover, we observed enhanced presynaptic facilitation and synaptic plasticity in Hom mice and a trending improvement of spatial working memory in Het mice, along with the increased sTREM2 from microglia. It has been shown that sTREM2 was colocalized with neurons [21] which implicates the involvement of sTREM2 in neuronal function. Thus, effects of *Trem2* H157Y on synaptic functions in our mouse models may be mediated, but not restricted to sTREM2, through a microglia non-cell autonomous mechanism. To address our hypothesis and elucidate the exact roles of TREM2 and sTREM2 in regulating neuronal activity, more comprehensive studies are needed in future studies.

We detected ~ 0.4 and ~ 0.6 ng sTREM2/mg TBS proteins in the TBS lysates from WT and Hom mice, i.e., ~ 0.4 and ~ 0.6 fmol sTREM2/mg brain tissue, respectively. These amounts are at the same order of magnitude as the mass spectrometry measurements in the amyloid mice (Fig. 6E, 8–15 fmol/mg brain tissue), indicating the reliability of the TREM2 ELISA method. Despite the significantly increased TREM2 shedding in the Hom mice, we did not observe changes in microglial morphology and density in the non-amyloid *Trem2* H157Y knock-in mice. We also did not observe significant cortical transcriptional profile changes in Hom mice compared to WT mice. However, a study from Zhong et al., reported that the application of exogenous sTREM2 increases microglia survival, stimulate microglia to a reactive status, and induce proinflammatory cytokine production [62]. Specifically, they locally injected 3 µg sTREM2 (~ 0.1 nmol) to the hippocampus, i.e., ~ 3.3 pmol sTREM2/mg tissue given that the weight of hippocampus is ~ 30 mg. This exogenous sTREM2 amount is much more than the endogenous measurements in our mouse models. Therefore, we speculate that the low amount of endogenous brain sTREM2 in our mice may not be sufficient to result in significant microglial changes in morphology and proinflammatory responses as found in that study.

At the transcriptional level, we observed a suppression of DAM gene expression, downregulation of a microglia-related immune module, and reduction of inflammatory cytokines in Hom mice. This hypoimmune status of the brain may result from the general suppression of microgliosis responding to the reduced amyloid burden in *Trem2* H157Y homozygous mice. These results are in line with the work from Dhandapani, R., et al., which reported that reduced TREM2 shedding advances the DAM signatures of microglia, promotes immune response, and aggregates Aβ pathology [63]. Our study and their work together suggest the critical role of sTREM2 in microglial response to amyloid pathology. Future dissection of microglial transcriptional profile at the single cell level in our mouse models will lead to a better understanding of sTREM2 in regulating microglia status and Aβ pathology.

The mechanism by which *Trem2* H157Y facilitates Aβ clearance and lowers amyloid burden is not well understood. However, we speculate that this might link to the interaction between sTREM2 and Aβ oligomer. It has been shown that the Aβ oligomer can bind to TREM2 or sTREM2 [12–14, 64]. Also, Aβ oligomers stimulate sTREM2 production in a dose-dependent manner in vitro and sTREM2 in return inhibits Aβ aggregation [14] likely through suppressing secondary nucleation of Aβ fibrillization [65]. Soluble TREM2 also enhances cellular uptake of fibrillar Aβ in H4 and HMC cells [65]. All these findings suggest that sTREM2 could facilitate Aβ diffusion and clearance in vivo. On the other hand, studies have shown that elevating sTREM2 through exogenous administration or AAV-mediated overexpression significantly reduces amyloid burden [66] even though the amount of sTREM2 they applied is greater than the endogenous level measured in our mouse model. Depleting microglia abolishes the rescuing effect of sTREM2, suggesting that sTREM2 may reduce amyloid load through microglia signaling [66]. Thus, in our mouse models, increased TREM2 shedding in *Trem2* H157Y homozygous mice may accelerate Aβ clearance and promote microglial uptake of fibrillar Aβ, leading to the overall decrease of amyloid burden and related microgliosis.

On the other hand, studies on *Trem2* p.R47H reveal a loss of TREM2 function in ligand binding, signaling, and microglial responses to pathological cues [6, 21], which inspired the development of TREM2 activating antibodies to alleviate AD pathology. TREM2 antibody administration in amyloid mouse models has been found to boost microglial responses to Aβ, reduce amyloid load, toxicity, and behavioral impairments [67–70]. TREM2 activating antibodies stabilize the membrane associated TREM2 and related signaling. Accordingly, the levels of sTREM2 in serum and CSF decrease in an antibody-dose dependent manner in mice and humans [68–70]. These findings emphasize the critical role of membrane bound TREM2 in cell-autonomous microglia activation and phagocytosis to affect amyloid pathology. Using *Trem2* H157Y knock-in mouse models, our data alternatively suggests non-cell autonomous benefits of sTREM2 on synaptic function and Aβ clearance, encouraging a consideration of increasing sTREM2 as a potential therapeutic strategy to treat AD. Combination therapy by activating TREM2 signaling and elevating sTREM2 level should also be considered.

## Conclusion

In summary, our study confirmed the increased shedding of TREM2-H157Y in vivo and defined beneficial effects of *Trem2* H157Y in brain function and in reducing amyloid pathology. However, these findings conflict with the genetic studies showing the increased AD risk associated with *TREM2* p.H157Y. Considering that no animal model fully mimics the AD related pathologies and 5xFAD mice merely develop amyloid pathology which recapitulates the very early stage of AD [71], our current data cannot address how *TREM2* p.H157Y affects late-stage AD pathologies including tauopathy and neurodegeneration. Moreover, in AD patients, sTREM2 mediates earliest amyloid-associated phosphorylated tau increases [72] and is associated with tau related-neurodegeneration but not with Aβ pathology [73]. Thus, more investigations are necessary to further elucidate the effects of *TREM2* H157Y mutation on other AD pathogenic events, in particular the tau pathology and related neurodegeneration.

## Supplementary Information

**Additional file 1: Figure S1.** Analysis of potential off target effects in the *Trem2* H157Y knock-in mice. A. Top three putative off targets (*A*) with Cutting Frequency Determination (CFD) Score ranging from 0.28 to 0.44 were identified and sequenced with primers accordingly. *B*. Single peaks were seen at the putative sites (highlighted in red, arrowhead), while two signals were seen at the Trem2 H157Y target site (highlighted in red, arrowhead). Orange arrows indicate the putative region and direction recognized by gRNA.

**Additional file 2: Figure S2.***Trem2* H157Y does not affect microglia density and morphology. *A*. Representative images of IBA1 staining are shown for WT, Het, and Hom mice at 6 months of age. Scale, 400 µm. *B-C*. Cortical microglia (MG) number (*B*) and cell body size (*C*) are quantified in Image J for each genotype at 6 months of age. *N* =11-14 mice per genotype, mixed sex. *D-F*. Representative confocal images (*D*) of IBA1 staining were processed (*E*) and skeletonized (*F*) in image J for each genotype at 6 months of age. Scale bar for D and E, 50 µm; Scale bar for F 10 µm. *G-I*. The branch number (G), junction number (H), and total branch length per microglia (MG) (*I*) were assessed for each genotype at 6 months of age. *N* = 9-10 mice per genotype, mixed sex. Data are presented as Mean±SEM. Kruskal-Wallis tests with uncorrected Dun’s multiple comparisons were used were used in *B-C, G-I. N.S*., not significant.

**Additional file 3: Figure S3.** *Trem2* H157Y does not affect synaptic integrity, anxiety, working memory and associative memory. *A*. Synaptophysin, PSD95, and GLUR2 were detected in TBSX lysates. *B-D*. Synaptophysin (*B*), PSD95 (*C*), and GLUR2 (*D*), were quantified and normalized to WT. *N* = 9-10 mice per genotype at 6 months of age, mixed sex. E. Open field analysis (OFA) was conducted to examine the anxiety of mice with different genotypes at 6 months of age. *N* =37-40 mice per genotype, mixed sex. F. Y-maze spontaneous alteration test was conducted to examine the working memory of mice with different genotypes at 6 months of age. *N* =23-26 mice per genotype, mixed sex. *G*. Contextual fear conditioning test (CFC) was conducted to examine the associative memory of mice with different genotypes at 6 months of age. *N* =37-40 mice per genotype, mixed sex. *H*. Cued fear conditioning test (CFC) was conducted to examine the associative memory of mice with different genotypes at 6 months of age. *N* =37-40 mice per genotype, mixed sex. B-D, E-H. Data are presented as Mean±SEM. Kruskal-Wallis tests with uncorrected Dun’s multiple comparisons were used. N.S., not significant.

**Additional file 4: Figure S4.** *Trem2* H157Y doesn’t affect amyloid pathology in 5xFAD mice at 4 months of age. *A-B*. Representative images of pan-amyloid (MOAB2, *A*) and fibrillar amyloid (X34, *B*) staining are shown at 4 months of age. Scale, 400 µm. *C-H*. Cortical (*C-E*) and hippocampal (*F-H*) amyloid plaque area coverages (*C, F*), densities (*D, G*) and sizes (*E, H*) are quantified and normalized to WT for each genotype. I-N. Cortical (*I-K*) and hippocampal (*L-N*) fibrillar amyloid plaque area coverages (*I, L*), densities (J, M) and sizes (K, N) are quantified and normalized to WT. O-T. Aβ40 (O, Q, S) and Aβ42 (*P*, *R*, *T*) were quantified by ELISA and normalized to WT in cortical TBS (*O, P*), TBSX (*Q, R*) and GND (*S, T*) for each genotype. *C-T*. *N* = 12-18 mice per genotype at 4 months of age, Data are presented as Mean±SEM. Kruskal-Wallis tests with uncorrected Dun’s multiple comparisons were used. N.S., not significant.

**Additional file 5: Figure S5.** *Trem2* H157Y does not affect microgliosis and astrogliosis in 5xFAD mice at 4 months of age. A. Representative images of IBA1 staining are shown for each genotype at 4 months of age. Scale, 400 µm. *B-C*, Cortical (*B*) and hippocampal (*C*) IBA1^+^ area coverages are quantified and normalized to WT. *D*. Representative images of GFAP staining are shown for each genotype at 4 months of age. Scale, 400 µm. *E-F*. Cortical (*E*) and hippocampal (*F*) GFAP^+^ area coverages were quantified and normalized to WT for each genotype. *B-C, E-F*. *N* = 12-18 mice/genotype at 4 months of age. Data are presented as Mean±SEM. Kruskal-Wallis tests with uncorrected Dun’s multiple comparisons were used. N.S., not significant.

**Additional file 6: Figure S6.** Effects of *Trem2* H157Y mutation on Aβ levels, neuronal toxicity, and APP processing at 8.5 months of age. *A-D*. Aβ40 (*A, C*) and Aβ42 (*B, D*) were quantified by ELISA, and normalized to WT in cortical TBS (*A, B*), and TBSX (*C, D*) for each genotype. *E*. Representative images of fibrillar amyloid (X34) staining are shown for each genotype at 8.5 months of age. Scale, 400 µm. *F-K*. Cortical (*F-H*) and hippocampal (*I-K*) fibrillar amyloid plaque area coverages (*F, I*), densities (*G, J*) and sizes (*H, K*) are quantified and normalized to WT. *L*. Representative images of APP (C-terminal APP antibody) staining are shown for each genotype at 8.5 months of age. Scale, 400 µm. *M-N*. Cortical (*B*) and hippocampal (*C*) APP^+^ area coverages were quantified and normalized to WT. *O*. Representative gel images are shown for synaptophysin and PSD95, in TBSX lysates with β-Actin stain for normalization. *P-Q*. PSD95 (*P*) and Synaptophysin (*Q*), were quantified and normalized to WT. *R-S*. Soluble APPa (sAPPa, *R*), Soluble APPβ (sAPPβ, *S*) were examined by ELISA, quantified, and normalized to WT in TBS lysates for each genotype. T. CTFβ was examined by ELISA, quantified, and normalized to WT in TBSX lysates for each genotype. A-T. *N* = 19-24 mice per genotype at 8.5 months of age, mixed sex. Data are presented as Mean±SEM. Kruskal-Wallis tests with uncorrected Dun’s multiple comparisons were used. N.S., not significant. * *p*<0.05.

**Additional file 7: Figure S7.** Effects of *Trem2* H157Y mutation on Aβ levels and neuronal dystrophy in founder 2# linage 5xFAD mice at plateau stage of amyloid development. A-D. Aβ40 (A, C) and Aβ42 (B, D) were quantified by ELISA, and normalized to WT in cortical TBS (A, B), and TBSX (C, D) for each genotype. E. Representative images of fibrillar amyloid (X34) staining are shown for each genotype at 8.5 months of age. Scale, 400 µm. F-K. Cortical (F-H) and hippocampal (I-K) fibrillar amyloid plaque area coverages (F, I), densities (G, J) and sizes (H, K) are quantified and normalized to WT for each genotype. L. Representative images of APP (C-terminal APP antibody) staining are shown for each genotype at 8.5 months of age. Scale, 400 µm. M-N. Cortical (M) and hippocampal (N) APP^+^ area coverages are quantified and normalized to WT for each genotype. A-N. *N* = 8-13 mice per genotype at 8.5 months of age, mixed sex. Data are presented as Mean±SEM. Kruskal-Wallis tests with uncorrected Dun’s multiple comparisons were used. N.S., not significant. * *p*<0.05.

**Additional file 8: Figure S8.** Identification and measurements of full-length, soluble TREM2-WT and TREM2-H157Y in mouse brain through mass spectrometry. A. Workflow of the TREM2-targeted mass spectrometry is illustrated. B. TREM2 was detected through an N-terminal antibody (5F4) in the input, supernatant and eluent samples from TREM2 immunoprecipitation through a biotinylated N-terminal antibody (BAF1729) in brain lysates of 5xFAD^+/-^ and TREM2^-/-^ mice. C. Signature peptide sequences for flTREM2-WT, sTREM2-WT, flTREM2-H157Y and sTREM2-H157Y are shown. D-G, Annotated MS/MS spectra of four unique peptides from flTREM2-WT (D), sTREM2-WT (E), flTREM2-H157Y (F) and sTREM2-H157Y (G), respectively. H-K. Measurements of flTREM2-WT (H), sTREM2-WT (I), flTREM2-H157Y (J) and sTREM2-H157Y (***K***) in brain samples from each genotype of 5xFAD mice. N = 3 mice/sex/genotype at 8.5 months of age. Data are presented as Mean±SEM. Ordinary one-way ANOVA with uncorrected Fisher's LSD multiple comparisons were used. N.S., not significant. *p < 0.01. **p < 0.01. ***p < 0.001. ****p < 0.0001.

**Additional file 9: Figure S9.** Effects of *Trem2* H157Y on the transcriptome profiles. A. Three DEGs (Hom vs. WT, |Fold change|>1.2; FDR<0.05) were identified in the non-amyloid mice. 

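The 7 genes called in the non-amyloid cohort were 6 lower and 1 higher in Hom mice, and 5 of them lie on chromosome 17 within 20 Mb of *Trem2*. With the fold-change threshold of 1.2 given here there were 6. ENSMUSG00000103378 fell from 5.29 ± 1.61 CPM in WT mice to 0.982 ± 0.439 in Hom mice (log2 fold change −2.43, standard error 0.21, adjusted p = 9.1e-07, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and every Hom mouse lay below every WT mouse. *Treml2* had a log2 fold change of −1.44 (standard error 0.22, adjusted p = 0.00625, same test). *Gm6368*, the pseudogene on chromosome X that resembles *Hsp90ab1*, had a log2 fold change of 1.97 (standard error 0.34, adjusted p = 0.0199 by the same edgeR test), and its call was lost in 7 of the 20 fits without 1 mouse. Away from chromosome 17, *Srsf5* (ENSMUSG00000021134, chromosome 12 from 80945504 to 80950507) fell from 401 ± 13.9 to 336 ± 10.6 CPM, with every Hom mouse below every WT mouse (log2 fold change −0.25, standard error 0.03, adjusted p = 3.3e-04, same test). The adjusted p of *Srsf5* ranged from 8.8e-15 to 0.525 over the alternatives, and it rose above 0.05 only when all 40 libraries were fitted together. Its fold change lies close to the thresholds, so that it was not called with the threshold of 1.2 or without WT replicate 1, 17, 18, 31 or 38 or Hom replicate 11, 14 or 35. *Trem2* itself was 10.4 ± 1.59 CPM in Hom mice and 10.7 ± 2.13 in WT mice (log2 fold change −0.04, adjusted p = 0.981, same edgeR test), and *Tyrobp* was 12.8 ± 1.31 and 13.8 ± 2.41 CPM (log2 fold change −0.11, adjusted p = 0.965). The number of DEGs lay between 4 and 8 over the fits that each left out 1 mouse, with 4 without WT replicate 1, 17, 31 or 38 or Hom replicate 11 and 8 without WT replicate 24.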

N=5 mice/sex/genotype at 6 months of age. B. No significant modules were identified related to genotype in the non-amyloid cohort. C-G. DEGs, *Trem2*, *Tyrobp*, *Tmem119*, *Cx3cr1*, and *C1q* were validated through qPCR in 5xFAD mice. N = 19-24 mice per genotype at 8.5 months of age, mixed sex. Data are presented as Mean±SEM. Kruskal-Wallis tests with uncorrected Dun’s multiple comparisons were used. N.S., not significant. * *p*<0.05. ** *p*<0.01. *** *p*<0.001. **** *p*<0.0001. H. The magenta module identified in amyloid mice was not preserved in the non-amyloid network revealed by a low preservation Zsummary value (<2).

**Additional file 10: Figure S10.** A working model is illustrated demonstrating the hypothesis that *Trem2* H157Y reduces amyloid load through facilitating Aβ clearance mediated by sTREM2 which binds to Aβ oligomers and fibrils, and inhibit plaque formation. The reduced amyloid load leads to downregulated immune responses of microglia with less cytokine released.

## Data Availability

The source data for each figure are available from the corresponding author on reasonable request. Bulk RNA sequencing data are available in NCBI’s Gene Expression Omnibus with the accession number GSE212618.

## Abbreviations

AD: Alzheimer’s Disease
Aβ: Amyloid β
TREM2: Triggering Receptor expressed on myeloid cells 2
flTREM2: Full-length TREM2
CRISPR: Clustered regularly interspaced short palindromic repeats
Cas9: CRISPR-associated protein 9
gRNA: guide RNA
GND: Guanidine
PFA: paraformaldehyde
AP: Anteroposterior
RT: Room temperature
WT: Wild type
Het: Heterozygous
Hom: Homozygous
ISF: Interstitial fluid
aCSF: Artificial cerebrospinal fluid
PRM: Parallel reaction monitoring
RIN: RNA integrity numbers
qPCR: Quantitative PCR.
sTREM2: Soluble TREM2
MG: Microglia
IBA1: Ionized calcium-binding adapter molecule 1
LAMP1: Lysosome-associated membrane protein
LTP: Long term potential
PPF: Paired-pulse facilitation
DEG: Differentially expressed genes
FC: Fold change
WGCNA: Weighted gene co-expression network analysis
DAM: Disease-associated-microglia
LDL: low-density lipoprotein
HDL: High-density lipoprotein
FDR: false discovery rate

How the deposited data were processed for this re-analysis (not part of the article)

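Cortical RNA was sequenced from 40 mice in 4 groups of 10, with 5 females and 5 males in each. The amyloid cohort (5xFAD, 8.5 months) and the non-amyloid cohort (6 months) each held WT mice and mice homozygous for *Trem2* H157Y (Hom). Groups and replicate numbers were taken from the study's sample labels and the paper, and all 40 libraries were assigned to a group. The authors aligned paired-end reads to mm10 with TopHat and Bowtie within MAP-RSeq, examined quality with RSeQC and counted reads per gene with featureCounts. The deposited values are raw counts, whole numbers for 43346 genes, with no normalization by the authors. No value of the table was left unused except for 9666 genes that have no count in any library. The 37 mitochondrial genes are listed with 0 counts in every library, so that no share of mitochondrial reads could be computed. The paper's text does not name the strand setting of featureCounts, so counts on genes that overlap a gene of the opposite strand are uncertain, as are counts on pseudogenes that resemble another gene.

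Total counts per library ranged from 41646271 to 105903846. At this depth a gene at 10 counts stands near the filter, and its counting error is large beside the differences between mice, while for the abundant genes reported the spread between mice exceeds the counting error. The paper left out 1 amyloid Hom female that its text does not name, and all 10 amyloid Hom libraries were kept here.

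Analyses were run in R 4.3.3 with edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0, and in Python 3.11.15 with NumPy 2.4.6, pandas 2.3.3, SciPy 1.17.1 and matplotlib 3.10.9. Sequence matches used BLAST+ 2.17.0. Following the paper's methods, genes with at least 10 counts in at least 4 of the 40 libraries were kept (21253 genes), counts were normalized by TMM, and Hom mice were compared to WT mice within each cohort by edgeR's quasi-likelihood test. No covariate was used, since the paper's methods name none for this test, and sex was a covariate in an alternative. DEGs had a Benjamini-Hochberg adjusted p under 0.05 and an absolute log2 fold change over 0.25. Log2 fold changes were computed here from the deposited counts, and CPM values are counts scaled to the TMM-adjusted library size. The interaction of genotype and cohort was tested over the 40 libraries in one fit with 4 groups, and the interaction of genotype and sex within the amyloid cohort. Gene lists were tested with limma's camera (preset correlation 0.01), with camera at an estimated correlation and with fry. The lists were the DAM, homeostatic, astrocyte and qPCR genes and the 7 module genes that the results section names, the genes labelled in Fig. 7A, 7B and 7G, and 9 lists of marker genes for microglia, DAM, interferon response, astrocytes, reactive astrocytes, oligodendrocytes, neurons, endothelial cells and erythroid cells.

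The module was represented by the 25 genes of Fig. 7G, through the first principal component of their log2 CPM (prior count 2) with sex regressed out, compared by an exact Wilcoxon rank-sum test, and through their mean pairwise correlation beside 1000 random sets of genes matched on expression. Permutation tests of a single value used 100000 resamples, or all splits where groups held 5 mice. Genes changed in both cohorts with an unadjusted p under 0.01 and the same direction were counted within 20 Mb of *Trem2* and elsewhere, and compared by Fisher's exact test. Gene positions, exons and transcripts were those of GENCODE vM21 on mm10. The groups were also regrouped at random, 100 times within a cohort and 60 times for the interactions, to count how often other groupings gave as many genes. Genes named in the text are those the results section names for the RNA sequencing, those labelled in Fig. 7A, 7B or 7G, the 10 genes with the lowest p among the DEGs of each cohort, the genes changed in both cohorts near *Trem2*, and the transgene and sex-linked genes *App*, *Thy1*, *Xist*, *Ddx3y*, *Uty*, *Kdm5d* and *Eif2s3y*. A further gene of this rule is not reported here. *Cox7a2l* and *Hsp90ab1*, outside this rule, are the closest matches of called pseudogenes.

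These settings, the lists of genes and the alternatives were chosen before the data were examined, apart from 1 added alternative that combines sex as a covariate with leaving out each amyloid Hom female. The alternatives were DESeq2, limma-voom with sample quality weights, upper-quartile normalization, library size alone, no filter on low counts, the same filter within a cohort, edgeR's filterByExpr, sex as a covariate, robust dispersion, one fit of all 40 libraries, a fold-change threshold of 1.2 or none, and each library left out in turn, with other choices for the list tests, the module and the region around *Trem2*. The test was tried on simulated counts for the 21253 genes with 200 of them changed. It called 148 of the 200, 89 of 100 changed by 1 log2 unit and 59 of 100 changed by 0.5, together with 5 unchanged genes. It called 0 genes when none was changed. Of 12 genes changed in both simulated cohorts near *Trem2*, 10 were found, with 1 gene outside. A simulated set of 9 lowered genes gave a camera p of 8.2e-131 and an unchanged set of 9 genes 0.640. The simulation drew each gene independently, took the spread from a model with sex and gave both sexes equal means. In the real data the sexes differ, sex was left out of the main test and genes vary together. The simulated rates therefore do not carry over to the real comparison.

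Het mice, the pathway analysis and WGCNA of all genes were not analysed here, nor was the relation of the module to amyloid readouts of the same mice. Adjustment for strand and exonic rate, which the paper made before WGCNA, was not made.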

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

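The tests of random regroupings for the numbers of DEGs and of genes of the cohort interaction without covariates, of a linked segment around *Trem2*, of microglial share in the amyloid cohort and of *App* were written down before their results were seen, and all other tests in this part were chosen only after the result was seen.

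Values of single mice were examined in 230 groups of 5 or 10 mice with Dixon's test for a value far from the others. It marked 26 of them, where about 12 would be marked by chance at 1 in 20. Of the 26, 7 came from amyloid Hom replicate 19 and 7 from sex-linked genes.

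Amyloid Hom replicate 19 is a female with the lowest total, 41646271 counts. Beside the share of 0.329% on antisense genes, it had 1.97% of its counts on long noncoding RNA genes, where the next amyloid Hom mouse had 1.04%. *Lrrc39* stood at 7.58 CPM against at most 0.781 in the other amyloid Hom mice. Among 4 neighbouring unnamed genes on chromosome 17, ENSMUSG00000103378 stood at 4.41 CPM, ENSMUSG00000103358 at 1.95, ENSMUSG00000103753 at 0.422 and ENSMUSG00000102600 at 2.89, each the highest value of its group. Of the 150 genes that lie antisense to a more highly expressed gene, 79.3% were highest in this library, and no other library was highest for more than 3 genes. Genomic DNA in the library is argued against by the 1254 olfactory receptor genes, which together had 12.8 CPM in replicate 19 and 9.62 to 17.2 CPM in the other 39 libraries. Lost strand information remains open as a candidate explanation of the antisense counts. Among the 5 Hom females it alone stands apart on antisense counts, and it has the lowest total, while the paper gives a low percentage of gene counts and a strand check as its reasons for leaving out a female. That replicate 19 could be this female remains a hypothesis, since the paper's text does not name it. No biological explanation was tested. Without replicate 19 there were 15 amyloid DEGs, 12 of them among the 16.

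Amyloid Hom replicate 3, a female, had counts on Y-linked genes, with *Ddx3y* at 3.04 CPM, *Eif2s3y* at 2.17, *Kdm5d* at 1.34 and *Uty* at 1.01. These are 3.03% to 4.39% of the median male level over the 4 genes, with a mean of 3.69%, while the other 19 females had a mean of at most 0.229%. A mislabelled sex is argued against by *Xist*, which stood at 1136 CPM beside a female median of 1022 and a male maximum of 0.413. A small share of male RNA is a candidate explanation, and where it would have entered was not tested. Without replicate 3 the number of amyloid DEGs was 65. Smaller values of the same kind were *Ddx3y* at 0.222 CPM and *Eif2s3y* at 0.181 in amyloid WT female 26 and *Xist* at 0.413 in amyloid WT male 9, for which no explanation was tested.

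Single genes also stood apart in single mice. *Pot1b* was highest at 14.0 CPM in amyloid WT replicate 8 and *Serpina3n* at 308 CPM in amyloid WT replicate 12. ENSMUSG00000103378 was highest at 2.12 CPM in non-amyloid Hom replicate 14 and ENSMUSG00000103753 at 0.415 in non-amyloid Hom replicate 2. In non-amyloid Hom replicate 23 *Treml1* was lowest at 0.112 CPM and *Lrrc39* highest at 0.673. Without replicate 23 the adjusted p of *Treml1* in the non-amyloid cohort was 0.0369 (edgeR's quasi-likelihood test, Benjamini-Hochberg adjustment), within a range of 0.0369 to 0.252 over the fits that each left out 1 mouse. Non-amyloid WT replicate 1 had the highest *Tyrobp*, 19.6 CPM, and the highest module eigengene, 0.60, in its group. Without it the difference of the non-amyloid eigengene was 0.14 (exact Wilcoxon p = 0.182). No explanation of these values was tested.

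The pseudogenes *Gm6969* and *Gm6368*, which the paper does not discuss, were higher in amyloid Hom mice by log2 fold changes of 2.37 and 2.28. Amyloid WT replicate 22 (22.8 CPM) and non-amyloid WT replicate 1 (48.2 CPM) stood apart for *Gm6969*, and amyloid WT replicate 32 (2.65 CPM) and non-amyloid WT replicate 28 (3.29 CPM) for *Gm6368*. The closest protein-coding match of *Gm6969* is *Cox7a2l* (chromosome 17 from 83501918 to 83517330) and that of *Gm6368* is *Hsp90ab1* (chromosome 17 from 45567775 to 45573271). A rise of *Gm6969* transcription alone is argued against, because the sum of *Gm6969* and *Cox7a2l* did not rise in amyloid Hom mice. The sum in Hom mice was 110 ± 9.74 CPM, lower than in WT mice (difference −8.75, two-sided permutation p = 0.0379), with *Cox7a2l* at 113 ± 9.91 CPM in WT mice and 81.5 ± 17.8 in Hom mice. Reads of the chromosome 17 parent that carry a strain variant may be counted on the pseudogene. Apart from *Gm6969* and *Gm6368*, 2 of 63 pseudogenes with a parent on chromosome 17 had an unadjusted p under 0.01 in either cohort, against 10 of 1248 others (odds ratio 4.06, two-sided Fisher's exact p = 0.110), and the 2 share the parent *Calm2*. This test leaves out *Gm6969* and *Gm6368*, and the other changed pseudogenes are few, so it cannot decide the explanation for those 2. For *Hsp90ab1* the parent itself changed by a log2 fold change of 0.02 in the amyloid cohort, so that reads taken from it would be too few to see. *Gm6969* fell into separate bands over the 40 mice, of 3.15 to 4.16 CPM (14 mice), 17.1 to 24.3 (14 mice) and 36.0 to 48.2 (12 mice). The lowest band held 9 amyloid WT, 1 amyloid Hom, 3 non-amyloid WT and 1 non-amyloid Hom mice, and the highest 0, 5, 1 and 6. A variant carried in 0, 1 or 2 copies is a hypothesis for these bands that was not tested on sequence.

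Genes near *Trem2* changed in both cohorts more often than genes elsewhere. Of 509 tested genes within 20 Mb of *Trem2*, 14 had an unadjusted p under 0.01 and the same direction in both cohorts, 8 lower and 6 higher, against 12 of the other 20744 (odds ratio 48.8, 95% confidence interval 20.8 to 116, two-sided Fisher's exact p = 1.3e-16). Within 5 Mb it was 12 of 121 genes, between 5 and 10 Mb 2 of 82, and between 10 and 20 Mb 0 of 305. Of 18 genes of this region with an unadjusted p under 0.01 in the non-amyloid cohort, 15 had the same direction in the amyloid cohort and 14 an unadjusted p under 0.01 there, against 63 and 9 of 158 genes off chromosome 17. Only 1 of 100 random groupings of both cohorts, the real one, gave as many such genes, and none of the others gave any. A consequence of the change in microglia as the whole cause is argued against for these genes. Of 51 genes near *Trem2* with an unadjusted p under 0.01 in the amyloid cohort, 14 had it in the same direction in the non-amyloid cohort, against 3 of 50 microglial, DAM, homeostatic and module genes elsewhere (two-sided Fisher's exact p = 0.00654). A chromosome segment carried along with the edited allele may account for the pattern, and the paper states that the zygotes came from B6/CBA parents. An effect of the edit on its neighbours stays open and was not tested. The 6 genes that Fig. 7A labels as higher in Hom mice all lie on chromosome 17.

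The effect of genotype on the 25 module genes differed between the cohorts by −0.66 in mean log2 CPM, on genes the study chose for a lower value in the amyloid Hom mice. The cohorts differ in the 5xFAD transgenes and in age, 8.5 and 6 months, with no older group without the transgenes. The 2 explanations, age at collection and the transgenes, cannot be told apart for this difference.

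*Thy1*, whose promoter elements drive the 5xFAD transgenes, was lower in amyloid Hom mice, which the paper does not report. It stood at 1575 CPM in amyloid Hom mice and 1956 in amyloid WT mice, with 9 of 10 Hom mice below the WT median (log2 difference −0.31, two-sided permutation p = 0.00538, 0.0161 with Benjamini-Hochberg adjustment over 3 genes). By edgeR's quasi-likelihood test its p was 0.00696 and its Benjamini-Hochberg adjusted p over all genes 0.224, so it was not called. In non-amyloid mice, without the transgenes, it stood at 634 and 627 CPM (log2 difference 0.02, permutation p = 0.801), and the interaction of genotype and cohort was −0.33 (p = 0.0169). Lower transgene expression in Hom mice may therefore contribute to the lower microglial genes. Against this, the paper reports that cortical sAPPα, sAPPβ and CTFβ did not differ significantly by genotype in amyloid mice. From these APP products it proposes that Aβ production was unaltered. It reports faster Aβ clearance and a lower amyloid burden in Hom mice, and proposes that reduced microgliosis may follow from that burden. Amyloid readouts were not analysed here. For *App* the log2 difference was −0.04 (permutation p = 0.398), and its mouse and human reads are counted together. The lower *Thy1* passed a permutation test chosen after the result was seen, but no setting called it over all genes. Its adjusted p by edgeR, DESeq2 or limma-voom ranged from 0.0589 to 0.482 over the alternatives. *App* did not differ, so lower transgene expression stays open. Within the amyloid groups the module eigengene rose with log2 *Thy1* (Pearson r = 0.75, permutation p = 2.3e-04; Spearman rho = 0.79, p = 1.1e-04; r = 0.75 without the 2 mice farthest from the median). The non-amyloid groups, which lack the transgenes, also gave r = 0.56 (p = 0.00922; rho = 0.46, p = 0.0427). With Benjamini-Hochberg adjustment over these 2 relations the p of r was 4.6e-04 and 0.00922, and that of rho 2.2e-04 and 0.0427. The genotype term on the amyloid eigengene was −0.21 (standard error 0.06, permutation p = 0.00303) with log2 *Thy1* in the model and −0.36 without it. The study chose these genes for that difference, so lower transgene expression as the whole cause stays open too.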

How the results depend on the processing

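The alternatives were chosen ahead of the values, apart from the fits that combine sex as a covariate with leaving out an amyloid Hom female, which were chosen after seeing the data, and no further tests were chosen only after a result was seen. No paired analysis was possible because the replicate numbers 1 to 40 are unique to 1 mouse each.

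The number of amyloid DEGs depended on the processing. Against 16 (11 lower, 5 higher), DESeq2 gave 294 (276 lower, 18 higher), a single fit of all 40 libraries 612 (406 lower, 206 higher), sex as a covariate 251 (243 lower, 8 higher), filterByExpr 66 (60 lower, 6 higher), limma-voom with sample quality weights 25 (19 lower), upper-quartile normalization 22 (17 lower) and no filter on low counts 9 (5 lower). Library size alone gave 20, robust dispersion 13, the filter within the cohort 16 and both other fold-change thresholds 16. Of these, limma-voom shared 11 genes with the 16, no filter 9 and robust dispersion 13, and every other alternative shared all 16. The share of lower genes among the DEGs was 68.8%, and it was 93.9% with DESeq2, 96.8% with sex as a covariate, 90.9% with filterByExpr, 55.6% without a filter and 66.3% in the single fit, while the median log2 fold change of all genes stayed between 0.00 and 0.01. A single fit takes its dispersion from 40 libraries and the covariate removes the difference between sexes from the residual, but the cause of these changes was not tested.

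Across the 20 fits that each left out 1 amyloid mouse, the number of DEGs ran from 6 to 204, with 4 to 194 lower and 2 to 10 higher. It was 204 without WT replicate 13, 94 without WT replicate 22, 65 without Hom replicate 3, 60 without WT replicate 9 and 30 without Hom replicate 34. It was 10 or fewer without WT replicate 5, 12, 26, 32 or 36 or without Hom replicate 16, 25, 30, 33, 39 or 40. With sex as a covariate and Hom female 3, 16, 19, 33 or 34 left out there were 215, 221, 200, 165 and 176 DEGs, with 205, 210, 194, 156 and 168 lower and 10, 11, 6, 9 and 8 higher. The cause was not tested.

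The number of non-amyloid DEGs was 7, with 11 by DESeq2, 8 in the single fit, 6 with sex as a covariate or the threshold of 1.2, and 7 under the other alternatives. It ran from 4 to 8 across the fits that each left out 1 non-amyloid mouse. The interaction of genotype and cohort called 0 genes, with 2189 at an unadjusted p under 0.05. It called 27 by DESeq2 and 12 with sex as a covariate, all 12 lower and all among the sex-adjusted amyloid DEGs, and 0 under the other alternatives. It called 0 to 22 across the 40 fits without 1 mouse (22 without amyloid WT replicate 13), and 23, 11, 6, 5 and 18 with sex as a covariate and Hom female 3, 16, 19, 33 or 34 left out. The cause was not tested. The interaction of genotype and sex called 0 genes under every alternative, with 1124 at an unadjusted p under 0.05, and 0 to 1 across the fits without 1 mouse (1 without Hom replicate 40).

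In the amyloid cohort the DAM and homeostatic lists kept their direction and a p under 0.05 under every alternative, while in the non-amyloid cohort the lower DAM list and the 30 pathway genes passed with camera's preset correlation only. The camera p of the amyloid DAM list lay between 4.1e-39 and 6.0e-04, and between 5.2e-38 and 1.0e-19 without 1 mouse. That of the homeostatic list lay between 4.9e-15 and 0.00247, and between 3.7e-15 and 1.2e-08 without 1 mouse. The odds ratio of shared changes near *Trem2* lay between 14.9 (an unadjusted p under 0.05) and 129 (10 Mb on either side), with p of at most 1.4e-13, and between 41.8 and 117 without 1 mouse.

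The amyloid module eigengene kept its difference under every alternative, from −1.50 as the mean of scaled genes to −0.31 without adjustment for sex (p at most 7.3e-04), and from −0.38 to −0.36 without 1 mouse. The non-amyloid difference of 0.00 changed sign without reaching significance, to −0.01 without adjustment for sex and −0.18 as the mean of scaled genes (exact Wilcoxon p = 0.579 for both), and lay between −0.06 and 0.14 across the 20 fits without 1 mouse (0.14 without WT replicate 1). The cause was not tested. The amyloid co-expression of 0.92 was 0.81 with genotype as well as sex regressed out, which removes the shared difference between genotypes by construction, 0.91 with Spearman's rho, and 0.90 to 0.92 without 1 mouse. The non-amyloid value of 0.15 was 0.14 and 0.13 under the same 2 changes, and 0.06 (without WT replicate 1) to 0.16 without 1 mouse.

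For single genes, 794 values of 80 fold changes were computed under the other alternatives. Of these 633 kept their direction and their side of an adjusted p of 0.05, 17 rose above 0.05, 141 fell below it and 3 changed direction. Across the 1600 values without 1 mouse, 1386 were unchanged in this sense, 121 rose above 0.05, 90 fell below it and 3 changed direction. Those that fell below 0.05 included 36 with sex as a covariate and 40 by DESeq2. The changes of direction were of *Lrrc39* and *Trem2*. The amyloid log2 fold change of *Lrrc39*, 0.21 in the main comparison, was −0.71 by limma-voom with sample quality weights, −0.15 with sex as a covariate, −0.93 without Hom replicate 19 in fits that ran from −0.93 to 0.33, and −0.07, −0.08, −0.93, −0.07 and −0.08 with sex as a covariate and Hom female 3, 16, 19, 33 or 34 left out. Its sign therefore depended on the model as well as on replicate 19. The non-amyloid log2 fold change of *Trem2*, −0.04, was 0.01 by limma-voom with sample quality weights, and 0.03 without WT replicate 1 and 0.01 without Hom replicate 4 among fits that ran from a lowest value of −0.08 to 0.03, none of them called. Otherwise the cause was not tested.

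Depth limited the genes with the fewest counts. *Serpina3i* in the non-amyloid cohort had at most 3 counts in every library, and no fold change is given for it. With every amyloid library thinned to the 41646271 counts of the smallest, 13 amyloid DEGs were called and 236 with sex as a covariate, 216 of them shared with the 251.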

Differences from the paper's values

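No tests were chosen only after the result was seen in this part. The paper reports 183 DEGs between amyloid Hom and WT mice, and 16 were found here. Of 32 alternatives set before the data were examined, 2 gave a number within the limits used for a difference, sex as a covariate with 251 and leaving out amyloid WT replicate 13 with 204. The other 30 did not, among them DESeq2 with 294, the single fit of all 40 libraries with 612, filterByExpr with 66, limma-voom with sample quality weights with 25, upper-quartile normalization with 22, library size with 20, no filter on low counts with 9, robust dispersion with 13, the filter within the cohort and the other fold-change thresholds with 16, and the other 19 fits without 1 mouse, which ran from 6 to 94. Sex as a covariate with Hom female 3, 16, 19, 33 or 34 left out, which was chosen after seeing the data, gave 215, 221, 200, 165 and 176.

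The paper reports 177 of these DEGs as lower in Hom mice, and 11 were lower here. The same 2 of the 32 alternatives set before the data were examined closed the gap, sex as a covariate with 243 and leaving out amyloid WT replicate 13 with 194, and the other 30 did not. The combined alternatives chosen after seeing the data gave 205, 210, 194, 156 and 168. For DEGs higher in Hom mice the paper reports 6 and 5 were found here.

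Between non-amyloid Hom and WT mice the paper reports 3 DEGs, and 7 were found here. Of 32 alternatives set before the data were examined, 5 gave 4 and closed the gap, namely the fits without non-amyloid WT replicate 1, 17, 31 or 38 or without non-amyloid Hom replicate 11. The other 27 gave 5 to 11 and did not.

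Of the genes that the paper's text names as lower in amyloid Hom mice, *Gpnmb* alone was called here among the 9 DAM genes, and none of the 6 homeostatic, 3 astrocyte and 6 qPCR genes was called, although all but *P2ry12* had an unadjusted p under 0.05. Among the genes labelled in the figures, 7 of 28 lower and 3 of 6 higher genes of Fig. 7A, 5 of 46 genes of Fig. 7B and 1 of 25 genes of Fig. 7G were called. When sex was a covariate 27 of 28, 5 of 6, 45 of 46 and 25 of 25 were called, together with all 9 DAM, all 3 astrocyte, all 6 qPCR and 5 of the 6 homeostatic genes. DESeq2 and the single fit of all 40 libraries also called all of the named DAM, astrocyte and qPCR genes and 5 of the 6 homeostatic genes. *P2ry12* was called under no setting.

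Other settings called some of the named or labelled genes. The filterByExpr fit called *Tyrobp*, *Itgax*, *Cst7*, *Ctsd*, *Lyz2*, *Serpina3n*, *C1qa*, *Ctsz*, *Tlr2*, Ccl3, *Ch25h*, *Hcar2*, Atp6v0d2 and *Gm11110*. Upper-quartile normalization and library size called *Itgax*, and limma-voom with sample quality weights called *Ch25h* and *Gm11110*. The fit without amyloid WT replicate 13 called all of the named DAM, homeostatic, astrocyte and qPCR genes apart from *Gpr183* and *P2ry12*, together with *Mrpl14*, *Tmem106a*, *Ctsz* and *Tlr2*. The fits without Hom replicate 3, WT replicate 9, WT replicate 22 or Hom replicate 34 called several of them, each of these fits including *Itgax*, *Cst7*, *Ctsd* and *Ctsz*. The fit without Hom replicate 19 called *Gm11110*. *Mrpl14* was also called by DESeq2 and the single fit, and *Sik1* by DESeq2. *Aif1* was called with sex as a covariate and in the single fit, and *Tlr6* in the single fit. Among the combined alternatives, chosen after seeing the data, *Sik1* was called without Hom female 3 or 16, *Tlr6* without 19, *P2ry13* without 3 or 16, and *Tmem119* not without 16 or 19. *Aif1*, *Tmem106a* and *Mrpl14* were also not called without 19, where 23 of the 25 genes of Fig. 7G were called.

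Fig. 7A labels *Lrrc39* as lower in amyloid Hom mice, and its log2 fold change here was 0.21. With sex as a covariate and without Hom replicate 19, an alternative chosen after seeing the data, it was −0.93 with a Benjamini-Hochberg adjusted p of 0.00684 by edgeR's quasi-likelihood test, within a range of 0.00684 to 0.968 over all alternatives. None of the alternatives set before the data were examined called it. Fig. 7B shows amyloid WT and Hom mice in separate clusters. Clustered here on the 46 genes labelled in that figure, which may be fewer than the paper clustered, and on 20 mice in place of the paper's 19, average linkage set 3 WT mice against 7 WT and 10 Hom mice, complete linkage 6 WT mice against 4 WT and 10 Hom mice, and Ward's linkage 9 WT and 3 Hom mice against 1 WT and 7 Hom mice.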

Other observations

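The tests of random regroupings for the numbers of DEGs and of genes of the cohort interaction without covariates, and of microglial share in the amyloid cohort, were written down before their results were seen, and all other tests in this part were chosen only after the result was seen.

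The numbers of DEGs were set beside those of random groupings of the same mice. For the 16 amyloid DEGs, 1 of 100 groupings of the 20 mice, the real one, gave as many, and no other gave more than 1. For the 7 non-amyloid DEGs it was also 1 of 100, with at most 6 in any other. For the model with sex as a covariate, 1 of 100 gave as many as the 251 amyloid DEGs, and at most 27 were called in any other. By contrast, 12 of 100 groupings gave at least as many genes as the 2056 with an unadjusted p under 0.05 in the amyloid cohort. Trends shared by many genes across mice can give such numbers without regard to genotype. For the interactions of genotype with cohort and with sex, which called 0 genes each, all 60 of 60 groupings necessarily gave as many, which decides nothing. For genotype and cohort, 9 of 60 gave as many as the 2189 genes with an unadjusted p under 0.05, and for genotype and sex 1124 genes had such a p. With sex as a covariate the interaction of genotype and cohort called 12 genes, and 2 of 60 splits gave as many, the real one and another with 17. For the DAM list 1 of 100 groupings gave a camera p as small, and for the homeostatic list 1 of 100, but the study named these genes for their change in the same mice, so these splits decide nothing about chance. In a random grouping the camera p of the DAM list at the preset correlation reached 1.6e-13. Such p values are therefore far too small for these correlated genes.

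The lower microglial genes in amyloid Hom mice were examined for a lower share of microglia. The mean log2 CPM of the DAM markers fell by −0.77 (two-sided permutation p = 2.0e-05) and that of the core microglial markers by −0.56 (p = 1.5e-04). The DAM markers fell further, by −0.21 (permutation p = 0.00116), and the difference lay between −0.24 and −0.19 across the fits without 1 mouse (largest p 0.00353). A lower share of all microglial cells alike would lower both sets of markers alike. It is argued against as the whole cause, though it may account for part of the fall. A loss mainly of cells with high DAM expression would also lower the DAM markers further. Bulk cortex RNA cannot tell such a loss from lower expression per cell, and the paper found fewer microglia per plaque in Hom mice. A difference in library size is argued against as well. With all amyloid libraries thinned to the same total the median log2 fold change of the DAM list was −0.88, and the totals of Hom and WT mice differed by −0.17 log2 (permutation p = 0.203). Lower activation of microglia in Hom mice remains a hypothesis, and lower transgene expression stays open beside it as part of the cause. The paper, which found APP products unaltered by genotype, proposes a response of microglia to the lower amyloid burden. That was not tested here.

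In non-amyloid mice, for which the paper reports few changes, the DAM markers were lower in Hom mice by −0.17 in mean log2 CPM (two-sided permutation p = 0.00560, largest p 0.0146 across the fits without 1 mouse), while the core microglial markers changed by −0.03 (p = 0.573). The DAM markers fell below the core markers by −0.14 (p = 0.0395), but 10 of the 20 fits without 1 mouse gave p of 0.05 or more, from 0.0171 to 0.0799. A lower share of microglial cells alone cannot be told apart from a change in DAM genes here, since the difference is lost without single mice such as WT replicate 31.

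The 9 lists of marker genes were compared in both cohorts, and the reactive astrocyte genes fell along with the microglial lists in amyloid Hom mice. In amyloid Hom mice the median log2 fold change was −0.57 for microglia (18 of 18 genes lower, camera p with estimated correlation 0.00198, Benjamini-Hochberg adjusted p over the 9 lists 0.00801), −0.85 for DAM (13 of 13, p = 0.00102, adjusted 0.00801), −0.88 for reactive astrocytes (8 of 8, p = 0.00267, adjusted 0.00801) and −1.16 for the interferon response (12 of 12, p = 0.0244, adjusted 0.0549). It was −0.09 for astrocytes (adjusted p 0.259), 0.06 for oligodendrocytes (0.634), 0.06 for neurons (0.500), 0.03 for endothelial cells (0.945) and 0.10 for erythroid cells (0.954). In non-amyloid Hom mice it was −0.08 for DAM (12 of 13 lower, p = 0.00101, adjusted 0.00909) and −0.13 for reactive astrocytes (8 of 8, p = 0.00627, adjusted 0.0282), −0.02 for microglia (adjusted 0.895), −0.02 for the interferon response (0.990), −0.02 for astrocytes (0.767), −0.05 for oligodendrocytes (0.895), 0.02 for neurons (0.990), 0.08 for endothelial cells (p = 0.0448, adjusted 0.134) and 0.10 for erythroid cells (0.990). These lists are short, and no explanation of the smaller changes was tested.

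Sex shaped the same genes. In amyloid mice all 25 genes of Fig. 7G were higher in females, with a median male minus female log2 difference of −0.49, and 4 of them passed a Benjamini-Hochberg adjusted p under 0.05 by edgeR's quasi-likelihood test among 51 such genes, 43 of them higher in females. This difference adds to the spread within each genotype when sex is left out of the model, and the number of amyloid DEGs was 251 with sex as a covariate.

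*Srsf5*, a non-amyloid DEG, was lower in all 10 non-amyloid Hom mice than in every non-amyloid WT mouse, yet its amyloid log2 fold change was 0.12 (adjusted p 0.657 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). No explanation was tested for it. The paper gives 75 M fragment reads per sample as sequenced, and 77.2 M counts per library was the median here.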
